# Cellular heterogeneity and patterning strategies as revealed by upper respiratory epithelium single cell atlas

**DOI:** 10.1016/j.isci.2025.112845

**Published:** 2025-06-07

**Authors:** Alexander G. Foote, Xin Sun

**Keywords:** Cellular physiology, Organizational aspects of cell biology, Biology of human development, Complex systems

## Abstract

The upper respiratory tract, spanning the pharyngolaryngeal to tracheobronchial regions, enables breathing, vocalization, and frontline defense against airborne insults. We generated a cellular and molecular atlas of the mouse upper respiratory epithelium from pharynx/larynx to tracheobronchial carina by combining single-cell RNA sequencing with spatial validation. Our analysis revealed 18 epithelial cell types, organized into three spatially distinct compartments: *Tmprss11a*+ pharyngolaryngeal, *Nkx2-1*+ tracheobronchial, and *Dmbt1*+ submucosal glands. Stratified squamous pharyngolaryngeal zones displayed extensive and region-specific Keratin codes. Within the pseudostratified tracheobronchial epithelium, diverse luminal cells, including multiple varieties of club cells, exhibit marker-expression gradients along the proximal–distal axes. Lastly, analysis of the submucosal gland epithelium —which contains various cell types, including distinctive myoepithelial cells— revealed extensive diversity both among and within its cellular populations. This spatially resolved transcriptomic atlas elucidates how epithelial identity varies along the upper respiratory axes and will guide investigations into cellular dynamics in health and disease.

## Highlights

• 18 cell types in pharyngolaryngeal, tracheobronchial, and submucosal regions
• Keratin codes and “stress-induced” KRT6A/KRT17 at homeostasis
• Distinct basal and luminal cell characteristics along the proximal-distal axis
• Markers for diverse submucosal gland cells including mucous and myoepithelial cells

## Introduction

The respiratory tract encompasses the nasal cavity, pharynx/larynx (throat), trachea, bronchi, and lungs, operating as a connected and interdependent system. Mucosal surfaces lined by epithelial cells are essential elements of the respiratory tract, effective not only as a first-line physical barrier against chronic external threats but also for host immune defense, and injury repair.^1^^,^^2^^,^^3^^,^^4^ The epithelium is vital for maintaining respiratory health. Conversely, it is also the site for pathogenesis of an array of upper airway acute and chronic conditions, such as laryngitis/pharyngitis, bronchitis, chronic cough, croup, etc.^5^^,^^6^^,^^7^ While substantial research has uncovered cellular diversity of the lower bronchopulmonary airways,^8^ comprehensive characterization of epithelial cell populations and their transcriptomic profiles within the lower pharyngeal and laryngeal regions, extending distally toward the tracheobronchial carina, remains limited. Given that respiratory diseases frequently exhibit regional specificity in their clinical manifestation, understanding epithelial cell heterogeneity at these specific anatomical locations is critical.

Research on the proximal conducting tracheal airway has identified significant cellular heterogeneity and revealed diverse roles in maintaining homeostasis^8^^,^^9^^,^^10^^,^^11^ and facilitating repair.^3^^,^^8^^,^^10^^,^^11^^,^^12^ Current evidence suggests that the larynx plays a significant role in shaping host immunity and thus mediates respiratory health and disease.^13^ Yet, the laryngeal transcriptome remains relatively underexplored at the single cell level.^13^ Moreover, previous studies have predominantly focused on single-organ analyses, with no investigations to date that comprehensively examine both the trachea and larynx in tandem. While commonly known cell types such as basal, ciliated, mucous/goblet, and club cells are widely present in mucosal regions of the trachea and portions of the larynx (e.g., superior vocal fold region and the inferior laryngeal aspect of the epiglottis), their transcriptomic profiles have not been fully characterized to determine whether significant differences exist between these anatomically distinct areas.

Submucosal glands (SMGs) are primarily localized within the larynx, with a smaller reservoir situated in the ventral proximal trachea. These glands play a pivotal role in airway innate immunity by regulating the secretion of antimicrobial peptides and mucins essential for mucosal defense.^14^^,^^15^^,^^16^ Additionally, recent studies have identified rare cell types with unique chemosensory and immune-mediated functions, including neuroendocrine cells,^17^ tuft cells,^18^^,^^19^ and region-specific cells such as hillock structures.^20^ For example, tuft cells, known as brush cells in the trachea and solitary chemosensory cells in the nasal, pharyngeal, and laryngeal epithelium, exhibit dual roles in immune and chemosensory effector functions.^19^^,^^21^^,^^22^^,^^23^^,^^24^ Neuroendocrine cells function as specialized sensory epithelial cells that protect the airways by releasing ATP to activate sensory neurons, triggering critical reflexes such as swallowing and expiration.^17^ Furthermore, unique tracheal hillock structures have been identified as injury-resistant reservoirs with distinct regenerative potential.^20^

With the variations in cell spatial patterning and the functional diversity of cell types, we hypothesized that the larynx and trachea possess unique, organ-specific transcriptomic profiles reflective of their specialized cell populations and tissue microenvironments. To analyze the cell diversity, we generated a comprehensive dataset covering the pharyngolaryngeal-to-tracheobronchial axis and established a single-cell atlas for the mouse adult upper respiratory epithelium. Our single-cell RNA-seq (scRNA-seq) analysis revealed 18 cell types across three spatially distinct compartments; (1) *Tmprss11a*+ stratified squamous epithelium (SSE) of the larynx, (2) *Nkx2-1*+ pseudostratified epithelium of the trachea, and (3) *Dmbt1+* SMG epithelium. Our dataset is rich with cell diversity, including abundant cell types, club (33%), basal (29%), and mucous-2-SMG (11%), as well as rare, specialized cell types, including mucous-larynx (1%), tuft (0.5%), and neuroendocrine (0.1%) cells. We further separated basal cell transcriptomic signatures and gene-ontology analysis based upon respective compartment (trachea-dorsal:*Trp63+Cav1+),* (trachea-ventral:*Trp63+Tgm2+),* (larynx:*Trp63+Igfbp2+Tmprss11a+*), and (SMG:*Trp63+Acta2+)*. This analysis of basal cells, paired with regional profiling, highlighted a unique expression profile of Keratins and established 21 total expressed genes along the proximal-distal and basal-luminal axes. Most notably, previously identified “stress-induced” Keratins, KRT6A and KRT17, were found to be present during homoeostasis, with expression in all basal cells as well as luminal squamous cells. Additionally, our luminal cell analysis identified three distinct types of club cells, with higher levels of *Scgb1a1*+ and *Scgb3a2+* expression in more distal compared to proximal airway regions. We also identified mucous-producing cells in the larynx, distinguished by regional gene expression and distinct cellular morphology, specifically *Il1a*+ squamous cells and *Kcnj16*+ cuboidal cells. Lastly, we profiled diversity of SMG cells, highlighting *Nkx3-1+* expression exclusive to mucous-1, mucous-2, and serous-acini cells, with ACTA2+ basal myoepithelial cells exhibiting a gene profile (*Ntng1, Ntn4, Slit3, Ntrk3, Cxcl12, Cxcl14*) linking potential neuroimmune strategies. Our single-cell transcriptomic analysis with *in situ* validations provides key insights into the transcriptomic and cellular heterogeneity of the upper airway and serves as a valuable atlas for hypothesis-driven work into responses to environmental insults, genetic mutations, and infectious diseases.

## Results

### Single cell transcriptomic analysis of the upper respiratory epithelium reveals compartmental and cellular heterogeneity

To explore epithelial cellular diversity of the upper respiratory epithelium, we started by using scRNA-seq to profile the pharyngolaryngeal-to-tracheobronchial axis. 

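The files hold 2 libraries, replicate 1 and replicate 2, which are the 2 experimental batches that the paper integrated. Both come from the same tissue of wild-type mice, so each comparison is between cell classes, with n = 2 libraries and values given for replicate 1 first. The authors deposited raw UMI counts per gene and cell barcode, without normalization, from droplet libraries aligned to GRCm38. Replicate 1 holds 3752 barcodes with 30317310 UMIs, and replicate 2 holds 6865 barcodes with 102104737 UMIs. The file headers name Cell Ranger 3.0.2 for replicate 1 and Cell Ranger 7.1.0 for replicate 2, whereas the methods name 3.0.2 alone. Cells with 200 to 7500 genes and under 15% mitochondrial UMIs were kept, as the methods state, and the cells with the highest Scrublet scores were left out as doublets, at a fixed rate. The libraries were integrated with Seurat's CCA and clustered at a resolution of 0.8 on 50 components. CellBender, DoubletFinder and Monocle 3 were not run here. Clusters took the name of the Table S1 list whose markers they held, and are written "X-like", since the study made that table from these same libraries. Keratins and the genes named in the text were left out of the marker lists and of the genes used for clustering. For each test, the counts of a class were summed within each library and compared with edgeR's quasi-likelihood test (TMM normalization, Benjamini-Hochberg adjustment), and a class with under 10 cells in a library was given values without a test. Summed counts are also given as CPM, scaled to the total UMIs of the class. The library was not entered as a block, and the value with the library as a block is given where it changes a call. Tests over all classes have 16 residual degrees of freedom, which come from 16 classes of the same 2 libraries. Their p values treat the classes of a library as independent, so a small one does not stand for more libraries. A fitted fold change against classes with few UMIs of a gene depends on edgeR's prior count and is no bound. Intervals are exact or Wilson 95% intervals and cover counting error only. Names and coordinates of genes are from GENCODE M21 on GRCm38.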

We isolated and pooled epithelial cells from pharynx to bronchi regions of adult wildtype C57BL/6 mice (*n* = 4 males, 4 females), and applied them to 10x Chromium for scRNA-seq (Figure 1A). 

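Of the barcodes, 2715 (72.4%) of replicate 1 and 5833 (85.0%) of replicate 2 met the limits on genes and mitochondrial UMIs. These cells had a median of 8879 and 13065 UMIs and of 2826 and 3828 genes. After 59 and 272 cells were removed as doublets, 2656 and 5561 remained. Airway epithelial markers named the clusters of 928 and 2767 of them. The others were mainly thyroid-like (1201 and 187), fibroblast-like (251 and 992) and immune-like (30 and 665) cells, with 196 and 798 in clusters that no list named. Clustered again on their own, the airway cells gave 796 and 2459 cells with a class name, 3255 in all, beside the paper's reported number of 3617.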

Following quality control (Figure S1A), 3,617 epithelial single cells were recovered. 

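The airway cells formed 19 clusters, which were divided into 65 sub-clusters, and each of the 18 marker lists of Table S1 named at least 1 of these. The basal-ventral-trachea-like class (160 and 341 cells), the basal-dorsal-trachea-like class (119 and 330) and the mucous-2-SMG-like class (55 and 379) were the largest when the libraries are pooled. The neuroendocrine-like (6 and 6), tuft-like (9 and 21) and basal-myoepithelial-like (7 and 29) classes had under 10 cells in replicate 1. Sub-clusters that stayed unnamed held 9.91% and 10.6% of the airway cells. Of these, 5 sub-clusters with 6.14% and 6.51% lost their name under a rule set after the clusters were seen, mostly because their 10 leading genes held more markers of another class than of their own. As shares of the 3255 named cells, averaged over the libraries, the club-like classes together made up 25.3% ± 4.73 (SD, n = 2), the basal-like classes of larynx and trachea 35.4% ± 7.03 and the mucous-2-SMG-like class 11.2% ± 6.01. Mucous-squamous-larynx-like cells made up 1.28% ± 0.0319, tuft-like cells 0.992% ± 0.196 and neuroendocrine-like cells 0.499% ± 0.360.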

Applying unsupervised clustering with Seurat default package,^25^ followed by supervised annotation using known markers (Figures S1A–S1D),^9^^,^^12^^,^^13^^,^^16^^,^^26^ we identified 18 cell types delineated with top markers (Figure 1B; Tables S1–S3). These 18 cell types segregate into three compartments; pharyngolaryngeal*,* tracheobronchial, and SMG (Figure 1C). 

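With mucous-cuboidal-larynx-like cells, which Table S1 heads as tracheobronchial, counted as pharyngolaryngeal, the pharyngolaryngeal classes held 136 and 474 cells with a median of 19464 and 22249.5 UMIs. The tracheobronchial classes held 539 and 1293 cells with a median of 12978 and 17296 UMIs, and the SMG classes 109 and 670 cells with a median of 12358 and 13268 UMIs.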

In further analysis of the pharyngolaryngeal stratified squamous epithelium (SSE), we identified *Tmprss11a* as a marker for this compartment (Figure 1H). 

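Tmprss11a (ENSMUSG00000072845, chromosome 5 from 86410410 to 86468990) was seen in 89 of 136 and 305 of 474 pharyngolaryngeal cells, 65.4% and 64.3% (Wilson 95% intervals 57.1 to 72.9% and 59.9 to 68.5%). Its share was 13.7% and 13.7% of the shallower tracheobronchial cells and 0% and 2.24% of the SMG cells, where 0 of 109 in replicate 1 allows a share of up to 2.75%. The mean log2 value of the pharyngolaryngeal classes lay 4.98 above that of the other classes (standard error 0.44, adjusted p = 3.4e-08, edgeR's quasi-likelihood test), with 4.07 in replicate 1 and 5.70 in replicate 2. Among single classes, basal-larynx-like cells held 276 and 486 CPM and mucous-cuboidal-larynx-like cells 32.8 and 51.3, below the 50.7 and 62.6 of basal-ventral-trachea-like cells. With mucous-cuboidal-larynx-like cells counted as tracheobronchial, the setting that moved the share most apart from thinning, the pharyngolaryngeal mean rose to 79.5%.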

The tracheobronchial pseudostratified epithelium was marked by *Nkx2-1,* a known marker that was region-specific, aside for its expression in the thyroid epithelium (Figure 1I). 

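Nkx2-1 (ENSMUSG00000001496, chromosome 12 from 56531958 to 56536908) was seen in 62.0% and 73.2% of tracheobronchial cells (95% intervals 57.8 to 66.0% and 70.7 to 75.5%). It was also seen in 20.6% and 14.6% of pharyngolaryngeal cells, although these were counted more deeply, and in 37.6% and 28.7% of SMG cells. The tracheobronchial classes lay 1.84 above the other classes on the log2 scale (standard error 0.26, adjusted p = 2.5e-05, edgeR's quasi-likelihood test; 1.87 and 2.30 by library). Serous-duct-like cells of the glands reached 97.0 and 71.4 CPM, close to club-proximal-like cells with 77.6 and 96.7. Free RNA from thyroid-like cells, which made up 45.2% and 3.36% of the kept cells, was not removed.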

In the SMG epithelia, we identified *Dmbt1* as a region-specific marker, which was expressed at a high level with negligible expression in a few club cells in the proximal trachea and subglottic surface epithelium (Figure 1J). 

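Dmbt1 (ENSMUSG00000047517, chromosome 7 from 131032053 to 131121630) was seen in 78.0% and 93.6% of SMG cells (95% intervals 69.3 to 84.7% and 91.5 to 95.2%). In replicate 2 it also gave a UMI in 65.5% of tracheobronchial and 64.3% of pharyngolaryngeal cells, against 14.5% and 10.3% in replicate 1, so that a UMI alone set the compartments less far apart in replicate 2. Free RNA of the SMG cells, which made up 13.7% and 27.2% of the named cells, was not removed. A UMI of Dmbt1 outside the SMG classes thus does not show that the cell expressed it. The summed counts set them apart in both libraries, with 32088 and 30881 CPM in serous-acini-like, 18956 and 16049.9 in mucous-2-SMG-like and 12112 and 12025 in serous-duct-like cells, against 295 and 576 in club-proximal-like cells. The SMG classes with at least 10 cells in both libraries lay 7.91 above the others on the log2 scale (standard error 0.61, adjusted p = 1.7e-09, edgeR's quasi-likelihood test). Basal-myoepithelial-like cells, too few for that test, held 0 and 2934 Dmbt1 UMIs.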

We validated these regional expression profiles using RNAscope on coronal sections along the pharyngolaryngeal-to-tracheobronchial axis, defining the spatial localization of the pharyngolaryngeal (*Tmprss11+),* tracheobronchial (*Nkx2-1)*, and SMG (*Dmbt1+)* compartments (Figures 1D–1J; Figures S1E–S1G). Additionally, our analysis quantified the percentage of cells expressing each marker within their respective compartments, confirming enrichment of *Tmprss11a* expression in 66% of pharyngolaryngeal cells, *Nkx2-1* in 64% of tracheobronchial cells, and *Dmbt1* in 94% of SMG cells (Figure 1F; Figure S1G). These expression patterns elucidate the transcriptomic specificity for regional targeting of these epithelial compartments.

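Averaged over the libraries, the share of cells with a UMI was 64.9% ± 0.774 (SD, n = 2) for Tmprss11a in the pharyngolaryngeal classes, 67.6% ± 7.92 for Nkx2-1 in the tracheobronchial classes and 85.8% ± 11.0 for Dmbt1 in the SMG classes. Because these shares grow with depth, each cell was also thinned to 2000 UMIs and shallower cells were left out. Thinned, and given with the SD where the libraries lay far apart, the shares were 32.0% for Tmprss11a, against 3.65% and 0.181% in the tracheobronchial and SMG classes, and 18.3% for Nkx2-1, against 2.73% ± 1.46 in the pharyngolaryngeal and 10.0% ± 6.24 in the SMG classes. That of Dmbt1 was 85.2%, against 10.7% ± 7.28 in the tracheobronchial and 7.44% ± 8.39 in the pharyngolaryngeal classes. Thinning left out 3 and 3 pharyngolaryngeal, 35 and 31 tracheobronchial and 19 and 119 SMG cells. From the percentages and the in situ staining of these genes, the paper concludes that the patterns show a transcriptomic specificity by which each epithelial compartment can be targeted.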

**Figure 1:**
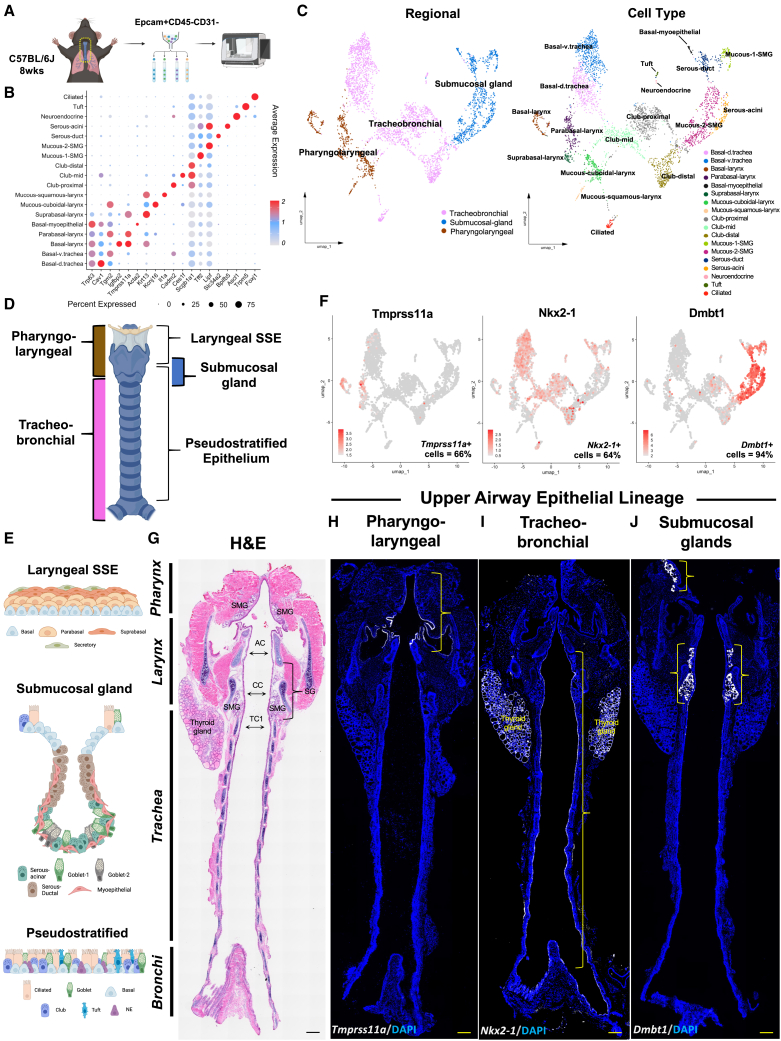
scRNA-seq of the upper respiratory epithelium reveal compartmental and cellular heterogeneity (A) Schematic illustration of cell isolation and scRNA-seq workflow. (B) Dotplot showing top markers for each cluster. Using default Seurat^25^ dotplot settings (Methods), percentage expressed was plotted from 0% to 75% detected and the color bar shows the average of scaled normalized expression values across cells in a given cluster. (C) UMAP plots of integrated upper airway scRNA-Seq data from adult WT B6 mice (*n* = 8 biological repeats, 4 male, 4 female). (D and E) Schematic illustration of macro-anatomical regions of the upper airway with compartmental epithelial cell type diversity. (F–J) Feature plots with RNAscope validation of *Tmprss11a* (pharyngolaryngeal) (H), *Nkx2-1* (tracheobronchial) (I), *Dmbt1* (seromucous glands) (J) exhibiting pan-epithelial regional markers in coronal sections. (G) H&E-stained upper airway. DAPI is in blue. All images 20× magnification. Scale bar represents 500 μm. H&E, hematoxylin and eosin; AC, arytenoid cartilage; CC, cricoid cartilage; TC, tracheal cartilage; SSE, stratified squamous epithelium; SG, subglottis; SMG, submucosal gland.

### Genome-wide profiling identifies signatures of the stratified squamous epithelium (SSE) along the basal-luminal axis

The pharynx and larynx are mostly lined with SSE, which caudally extends to the infraglottic vocal fold (VF),^27^^,^^28^ and is also present in hillock regions of the trachea.^20^ This contrasts from the subglottis, trachea, and bronchi, which are lined with pseudostratified epithelium (Figures 1D, 1E, and 1G).^27^^,^^28^ The multi-layered SSE serves to protect the underlying tissues from mechanical and chemical damage, pathogens, and dehydration.^20^^,^^29^ Given the unique architecture, we hypothesized that this specialized SSE tissue would exhibit a basal-to-luminal coding pattern. Using SSE of the larynx as an example, we identified four cell clusters representing cell types along the basal-luminal axis: basal, parabasal, suprabasal/luminal, and mucous (Figures 2A and 2B). 

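The classes of the laryngeal SSE held 42 and 76 basal-larynx-like, 35 and 151 parabasal-larynx-like, 11 and 45 suprabasal-larynx-like, 10 and 32 mucous-squamous-larynx-like and 38 and 170 mucous-cuboidal-larynx-like cells. Parabasal-like and suprabasal-like cells came from 1 cluster led by Krt6a, Krt13 and Sprr1a and were parted only when it was divided into sub-clusters. Krt14, a keratin that took no part in the clustering, reached 1624 and 1903 CPM in basal-larynx-like cells, 109 and 223 in parabasal-larynx-like and 473 and 41.4 in suprabasal-larynx-like cells. Krt4 was lower in basal-larynx-like cells (1158 and 833 CPM) and parabasal-larynx-like cells (1434 and 1298) than in suprabasal-larynx-like cells (9165 and 8314). No test was run on these keratins.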

To explore the regional expression profile *in situ*, we utilized RNAscope and discovered that *Igfbp2* is exclusively expressed in the basal layer, *Tmprss11a* expressed in the basal and parabasal layers, and KRT13 protein distribution extending from basal to suprabasal with increased expression to differentiated luminal cells (Figures 2B and 2C; Figure S1I). 

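Il1a (ENSMUSG00000027399, chromosome 2 from 129299610 to 129309972) was highest in mucous-squamous-larynx-like cells, with 436 and 449 CPM from 64 and 274 UMIs. Suprabasal-larynx-like cells came next with 85.9 and 4.21 CPM, in replicate 1 from a single cell, and mucous-cuboidal-larynx-like cells held 0 and 9 UMIs in all. Against the mean of the other classes with at least 10 cells in both libraries, the fitted log2 fold change was 11.86 (standard error 0.57, adjusted p = 3.3e-09, edgeR's quasi-likelihood test), higher in both libraries. In mucous-squamous-larynx-like cells 80% and 90.6% had a UMI at a median depth of 13202 and 18549.5 UMIs, against 0% (0 of 160, which allows up to 1.88%) and 0% (0 of 341, which allows up to 0.880%) of basal-ventral-trachea-like cells at 12584 and 16511.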

We also identified populations of mucous-producing cells dispersed throughout the pharyngolaryngeal apical epithelium, exhibiting top marker *Il1a* expression (Figure 1B; Figure S2C). Together, these data define the compartmental specificity of squamous epithelia and unique expression profiles during terminal differentiation.

**Figure 2:**
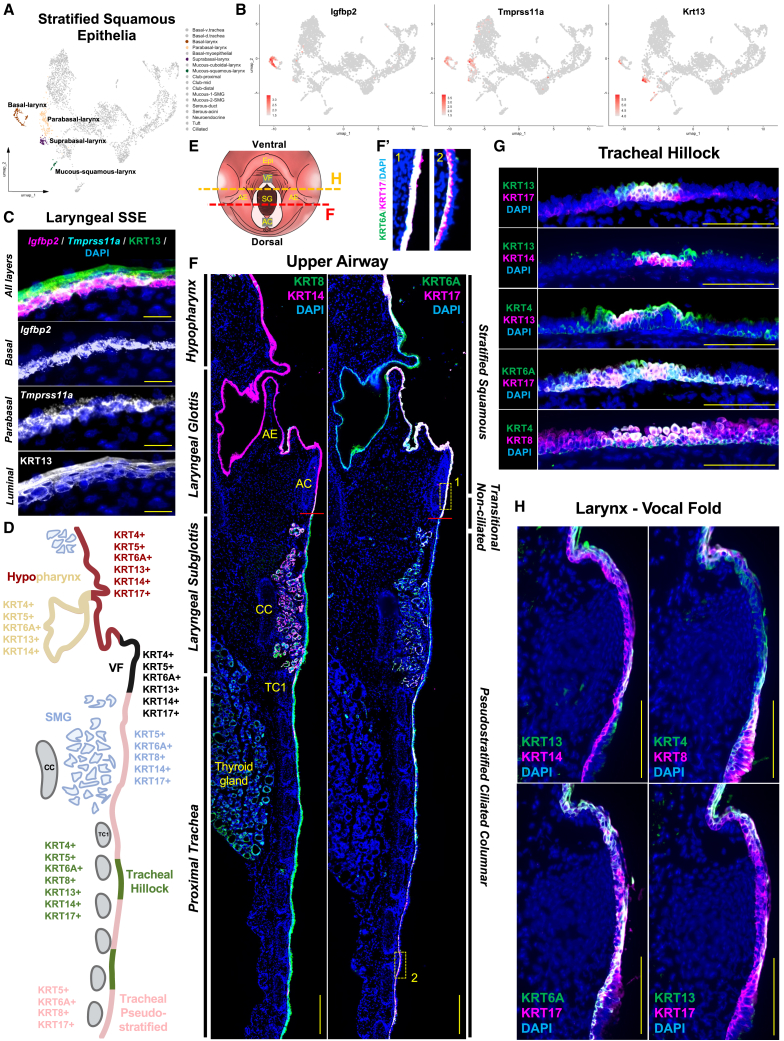
Genome-wide profiling revealed signatures of stratified squamous epithelium along basal-luminal axis with extensive Keratin diversity along proximal-distal axis (A) Integrated UMAP plot highlighting laryngeal surface epithelial cells. (B and C) Feature plots with RNAscope validation of basal-to-luminal canonical markers for laryngeal SSE. (D) Schematic illustration of KRT diversity along the proximal-to-distal upper respiratory axis. (E) Schematic illustration of cranial view of larynx to display coronal sections (red/yellow dashed lines) attained for analysis. (F and F′) Immunofluorescent coronal serial sections with insets of dorsal upper airway epithelium displaying regional KRT expression along various epithelium subtypes. Red line indicates transition zone from SSE to pseudostratified. (G and H) Diversity of KRT expression to SSE of tracheal hillocks and laryngeal VF tissue. DAPI is in blue. All images 20× magnification. Scale bar represents 100 μm (C, G, and H) and 500 μm (F). Epi, epiglottis; AE, aryepiglottic fold; SG, subglottis; AC, arytenoid cartilage; CC, cricoid cartilage; TC, tracheal cartilage; SSE, stratified squamous epithelium; KRT, keratin; SMG, submucosal gland.

### Systematic profiling of Keratin code along the proximal-distal and basal-luminal axes

Keratins are essential for maintaining the structure and function of epithelial cells, playing pivotal roles in homeostasis, tissue repair, and disease pathogenesis.^30^^,^^31^^,^^32^^,^^33^^,^^34^^,^^35^^,^^36^^,^^37^^,^^38^ Specific Keratins are often markers for specialized epithelial cells, e.g., KRT13+KRT14+ for VF SSE and KRT4+KRT13+ for tracheal hillocks.^8^^,^^20^^,^^39^ However, the cell type-specific expression and spatial pattern of diverse Keratins have not been systematically characterized in the upper respiratory epithelium. We started with exploring Keratin gene expression in our scRNA-seq dataset. Among the 63 known Keratin genes, expression of 21 of them were detected in the upper respiratory epithelium (Figure S3). 

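The files list 53 keratin symbols. A keratin was counted as detected when at least 1% of the cells of some class held a UMI in each library, which 31 of them met. These include each of the 21 keratins of Figure S3 and 10 others. Classes with under 10 cells in a library were left out of this count, and in a class of 10 cells a single cell with 1 UMI exceeds both limits. At a limit of 5% of the cells, 20 keratins were detected, 19 of them in Figure S3.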

Along the proximal-distal axis, we categorized the “Keratin code” based on scRNA-seq data (Figure 2D). We validated the data using immunofluorescence staining of key Keratins on serial sections (Figures 2E–2H; Figures S1H and S1I). The proximal-distal axis along the surface epithelium was defined by complementary KRT8 and KRT14 expression (Figure 2F; Figure S1H). Specifically, KRT8 was primarily detected in tracheal pseudostratified epithelium, SMG epithelium, and thyroid gland epithelium, while KRT14 was detected primarily in laryngeal SSE, myoepithelial cells of SMG, and a subset of basal cells of the proximal trachea (Figures 2F–2H; Figure S1H). KRT6A and KRT17, known as “stress-induced” Keratins,^30^^,^^31^^,^^32^^,^^34^ were both highly expressed in all three compartments, defined by exclusive basal cell expression in pseudostratified and SMG epithelium, albeit, enriched in both basal and luminal cells in laryngeal SSE and tracheal hillocks (Figures 2F–2H; Figure S1H). Interestingly, and unique to the mouse, the lingual side of the aryepiglottic fold, which transitions ventrally into the epiglottis, contains cornified epithelium which did not express KRT17 (Figures 2D and 2F; Figure S1H). KRT4 and KRT5 were expressed across all layers of the SSE; however, KRT5 expression was particularly enriched within basal cells (Figure S1I). We also compared the Keratin code in the VF and tracheal hillock squamous epithelium, two upper respiratory regions that are under constant mechanical insults. Keratin expression was abundant in both of these tissues with only subtle differences. Tracheal hillocks exhibited a Keratin coding pattern defined by basal markers (KRT4+KRT5+KRT6A+KRT14+KRT17+) and luminal markers (KRT4+KRT6A+KRT8+KRT13+) (Figures 2F and 2G). VF SSE displayed identical basal marker Keratin expression to hillocks, and with identical luminal markers excluding KRT8 to the VF medial edge (Figures 2F, 2G, and 2H). Together, these data reveal a complex Keratin code in the upper respiratory epithelium (Figure 2D; Figure S3).

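In the single-cell counts, Krt8 was highest in tuft-like cells (2335 and 2050.3 CPM) and suprabasal-larynx-like cells (1945 and 1151), and reached 1592 and 1050.1 in mucous-cuboidal-larynx-like cells, 1113 and 1103 in serous-duct-like cells and 1005 and 907 in club-mid-like cells. Krt5 led in basal-larynx-like cells (3172 and 3402 CPM) and was also counted in suprabasal-larynx-like (1613 and 1473) and basal-myoepithelial-like cells (2427 and 817). Krt17 was highest in suprabasal-larynx-like cells (3034 and 1921 CPM) and was also counted in basal-myoepithelial-like (1777 and 652), parabasal-larynx-like (1041 and 855) and basal-dorsal-trachea-like cells (864 and 545). Krt6a was likewise highest in suprabasal-larynx-like cells (2823 and 2178 CPM) and reached 668 and 552 in mucous-squamous-larynx-like cells. These are values per library without a test.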

### Basal cells exhibit transcriptomic regional diversity with unique functional signatures

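Trp63 (ENSMUSG00000022510, chromosome 16 from 25683763 to 25892102) was highest in basal-myoepithelial-like cells (530.5 and 713 CPM, from 40 and 328 UMIs). It reached 301 and 561 CPM in basal-larynx-like, 262 and 485 in basal-ventral-trachea-like and 273 and 430.2 in basal-dorsal-trachea-like cells. Parabasal-larynx-like cells followed with 229 and 288 CPM and suprabasal-larynx-like cells with 35.1 and 95.4. The basal-like classes of larynx and trachea lay 4.62 (standard error 0.30, adjusted p = 3.6e-10, edgeR's quasi-likelihood test) above the mean of the other classes on the log2 scale, in both libraries.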

Basal cells pave the entire upper respiratory epithelium, from pharynx to bronchi marked by high expression of the putative progenitor cell marker *Trp63* (Figure 3A–3C). To investigate the distinct patterning of these cells, we performed immunofluorescence and assessed *Trp63* expression in three compartments. Our analysis revealed multi-layered TRP63+ basal cells in the SSE of the larynx, single-layered basal cells in the trachea and subglottis and distributed basal cells in the SMG (Figures 3B and 3B′). 

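For the comparisons across basal classes, the dorsal and ventral tracheal classes were joined into basal-trachea-like cells, and the limits were an adjusted p of 0.01 and a log2 fold change of 2.5 in size. Between basal-larynx-like and basal-trachea-like cells, 0 of 11312 genes passed in edgeR's quasi-likelihood test, in which 1948 genes had an unadjusted p below 0.05 and 364 an adjusted p below 0.05. DESeq2 on the same sums gave 389 genes (311 higher in basal-larynx-like cells, 78 lower) and 1614 at an unadjusted p below 0.05. With the library as a block in edgeR, 565 genes passed (379 higher, 186 lower). On simulated counts that kept the difference between the libraries, the fit without the block recovered 0% of the changed genes and the fit with the block 97.2%. All simulated changes exceeded 2.5 on the log2 scale, and their spread was taken from the fit with the block, which favours that fit. Basal-myoepithelial-like cells, with 7 and 29 cells, were below the limit of 10 cells and were compared only after the data were seen, with a limit of 5 cells. Against basal-larynx-like cells 0 of 10890 genes passed in edgeR (1939 at an unadjusted p below 0.05), 247 in DESeq2 and 568 in edgeR with the block. Against basal-trachea-like cells 0 passed in edgeR (947 at an unadjusted p below 0.05), 118 in DESeq2 and 244 with the block.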

To further explore functional differences based on these anatomic locations, we isolated out basal populations *in silico* (Figure 3D) and performed differential expression (DE) analysis (p_adj = <0.01, avg_logFC = 2.5), comparing across basal subtypes (Figure 3E), followed by Gene Ontogeny (GO) and irGSEA hallmark pathways analysis (Figures 3E–3H; Figure S2A). The irGSEA hallmark pathway analysis, based on DE genes across all basal groups, found unique profiles within the basal-larynx, basal-myoepithelial, and basal-tracheal cell populations. 

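Between basal-larynx-like and basal-trachea-like cells, the log2 fold change was 5.83 (standard error 0.48, adjusted p = 0.026) for Krt13, 5.88 (standard error 0.39, adjusted p = 0.026) for Igfbp2, 5.95 (standard error 0.85, adjusted p = 0.041) for Top2a and 5.35 (standard error 0.59, adjusted p = 0.031) for Mki67, by edgeR's quasi-likelihood test without the block. All 4 were higher in both libraries, and with the block Krt13 had an adjusted p of 6.4e-09 and Top2a of 5.9e-08. The G2/M genes that come with Seurat were tested as a set, and 54 of 54 were higher, with a mean log2 fold change of 3.72 (limma's camera with adjusted p = 2.5e-61 and fry with adjusted p = 0.0088, over the 2 set tests run). Part of this rests on a sub-cluster of 35 of the 118 basal-larynx-like cells that is led by cell cycle genes and has 0 of the class's own markers among its 10 leading genes. Without it, a setting chosen after the clusters were seen, 53 of 53 genes were higher, with a mean of 3.12 (limma's camera with adjusted p = 2.7e-45 and fry with adjusted p = 0.017). Cells with a UMI of Top2a or Mki67 made up 61.9% and 67.1% of all basal-larynx-like cells and 51.9% and 57.1% of those outside that sub-cluster, against 4.20% and 10.3% of basal-dorsal-trachea-like and 6.25% and 4.69% of basal-ventral-trachea-like cells. Without replicate 1 the mean of the set was 3.37 and without replicate 2 5.11.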

Basal-larynx cells were enriched for G2M-Checkpoint, MYC-Targets-v1/v2, and DNA-Repair (*Krt13, Igfbp2*, *Top2a*, and *Mki67*). Basal-myoepithelial cells were enriched for Epithelial-Mesenchymal-Transition and Apical-Surface (*Ntng1, Sox9, Acta2*, and *Ntrk3*). 

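Basal-myoepithelial-like cells held 17 and 385 Ntng1 UMIs, 38 and 159 of Sox9, 1 and 337 of Acta2 and 1 and 120 of Ntrk3, so that Acta2 and Ntrk3 rest almost wholly on replicate 2. In the test with the limit of 5 cells against basal-trachea-like cells, the log2 fold change was 8.18 (standard error 0.96, adjusted p = 0.092) for Ntng1, 5.38 (standard error 0.57, adjusted p = 0.062) for Sox9, 7.93 (standard error 1.74, adjusted p = 0.21) for Acta2 and 9.20 (standard error 1.51, adjusted p = 0.11) for Ntrk3 (edgeR's quasi-likelihood test, each higher in both libraries). With the library as a block the adjusted p was 5.9e-17, 2.7e-15, 8.9e-15 and 8.9e-15. Basal-larynx-like cells had 0 Ntng1 UMIs among 3097770, which makes Ntng1 at least 775-fold higher in basal-myoepithelial-like cells, against a floor of 3 counts over both libraries. Taken by library the bound is 74.2-fold in replicate 1 and 589-fold in replicate 2.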

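Against basal-larynx-like cells, Aqp5 was higher in basal-trachea-like cells by a log2 fold change of 2.79 (standard error 0.54, adjusted p = 0.068), Krt19 by 2.54 (standard error 0.47, adjusted p = 0.062), Scgb3a2 by 2.20 (standard error 0.36, adjusted p = 0.050), Cyp4b1 by 2.62 (standard error 0.30, adjusted p = 0.032) and Lgr6 by 2.88 (standard error 0.46, adjusted p = 0.047), in edgeR's quasi-likelihood test. Each was higher in both libraries, and Aqp5 (1.5e-07) and Krt19 (6.9e-07) reached an adjusted p below 0.05 with the block. Scgb3a2 is among the most abundant genes of the club-like classes, and its free RNA was not removed.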

Lastly, basal-tracheal cells showed enrichment for Inflammatory-Response and TNFα-Signaling-via-NF-κB (*Aqp5, Krt19, Scgb3a2, Cyp4b1, Lgr6*) (Figures 3E and 3F). To rigorously assess these transcriptomic signatures, we conducted Gene Ontology (GO) enrichment and identified relative DE genes associated with KEGG pathway terms (Figures 3G and 3H; Figure S2A; Table S4). 

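Among genes of cell cycle terms, basal-larynx-like cells were higher than basal-trachea-like cells by a log2 fold change of 4.22 (standard error 0.76, adjusted p = 0.061) for Cdc20, 6.01 (standard error 0.94, adjusted p = 0.047) for Ccna2, 4.15 (standard error 0.84, adjusted p = 0.075) for Ccnb2, 5.39 (standard error 1.05, adjusted p = 0.069) for Ccnb1, 5.36 (standard error 0.82, adjusted p = 0.046) for Cdk1 and 5.08 (standard error 0.66, adjusted p = 0.037) for Bub1b, by edgeR's quasi-likelihood test. Every one of them was higher in both libraries. Together with Krt13, Igfbp2, Top2a and Mki67, 7 of the 10 genes had an adjusted p below 0.05 over all genes tested, 10 when adjusted over the list alone, which is not independent evidence since the study chose the list on these samples, and 10 with the library as a block. Without the sub-cluster led by cell cycle genes, Top2a, Ccna2, Cdk1 and Bub1b no longer reached 0.05 without the block.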

Basal-larynx cells showed top enriched pathways related to Cell Cycle, p53 Signaling Pathway and Cellular Senescence (*Cdc20*, *Ccna2*, *Ccnb2*, *Ccnb1*, *Cdk1*, and *Bub1b*). 

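In basal-trachea-like cells the log2 fold change over basal-larynx-like cells was 2.54 (standard error 0.34, adjusted p = 0.037) for Nceh1, 2.63 (standard error 0.41, adjusted p = 0.047) for Aqp4, 2.51 (standard error 0.45, adjusted p = 0.060) for Atp1b1, 2.22 (standard error 0.37, adjusted p = 0.052) for Mgat4a, 2.50 (standard error 0.43, adjusted p = 0.053) for Mgat3 and 1.77 (standard error 0.68, adjusted p = 0.28) for Pde8a, from the same edgeR fit. Both libraries gave each gene this direction. With Aqp5, Krt19, Scgb3a2, Cyp4b1 and Lgr6, 5 of the 11 genes had an adjusted p below 0.05 over all genes tested, 11 when adjusted over the list alone (the study's own list, so not independent evidence) and 11 with the block.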

Basal-tracheal cells exhibited enrichment for Bile Secretion, N-glycan Biosynthesis, and Cortisol Synthesis and Secretion (*Nceh1*, *Aqp4*, *Atp1b1*, *Mgat4a*, *Mgat3*, and *Pde8a*). 

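Epha4, Epha7, Sema6a, Cxcl12, Wnt5b, Ntn4, Slit3, Pak3 and Myl9 were all higher in basal-myoepithelial-like than in basal-trachea-like cells, with log2 fold changes from 3.21 for Ntn4 to 6.95 for Myl9, and adjusted p values from 0.092 for Cxcl12 to 0.44 for Wnt5b in edgeR's quasi-likelihood test. With the library as a block Myl9 reached 1.2e-09 and Pak3, the weakest of them, 0.0045. Slit3 had 0 and 25 UMIs in basal-myoepithelial-like cells, so replicate 1 says nothing of it. Compared with basal-larynx-like cells, Sema6a was at least 30.9-fold higher (floor of 3 counts over both libraries; 21.8 and 16.8 by library), Cxcl12 had a ratio of 124 (95% counting interval 32.4 to 1059.8) and no difference was detectable for Slit3, with 1.41 (standard error 1.45, adjusted p = 0.68) on the log2 scale and an adjusted p of 0.23 with the block. Over the 15 genes tested that the paper names for basal-myoepithelial cells, 0 against basal-trachea-like and 3 against basal-larynx-like cells had an adjusted p below 0.05 over all genes tested. Adjusted over the list alone, which the study chose on these samples, 14 and 13 did, and 15 and 14 with the block.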

Meanwhile, basal-myoepithelial cells showed enrichment for Focal Adhesion, Axon Guidance, and PI3K-Akt Signaling Pathway (*Ntng1*, *Epha4*, *Epha7*, *Sema6a*, *Cxcl12*, *Wnt5b*, *Ntn4*, *Slit3*, *Pak3*, and *Myl9*) (Figures 3G and 3H). For a comprehensive list of GO enrichment and irGSEA hallmark pathways analysis of DE genes across all epithelial cell types refer to Table S3 and Figure S4, respectively. This analysis highlights the distinct transcriptional and functional specialization of basal cell populations across the upper respiratory epithelium, providing a foundation for understanding their unique roles in homeostasis, repair, and regional adaptation.

**Figure 3:**
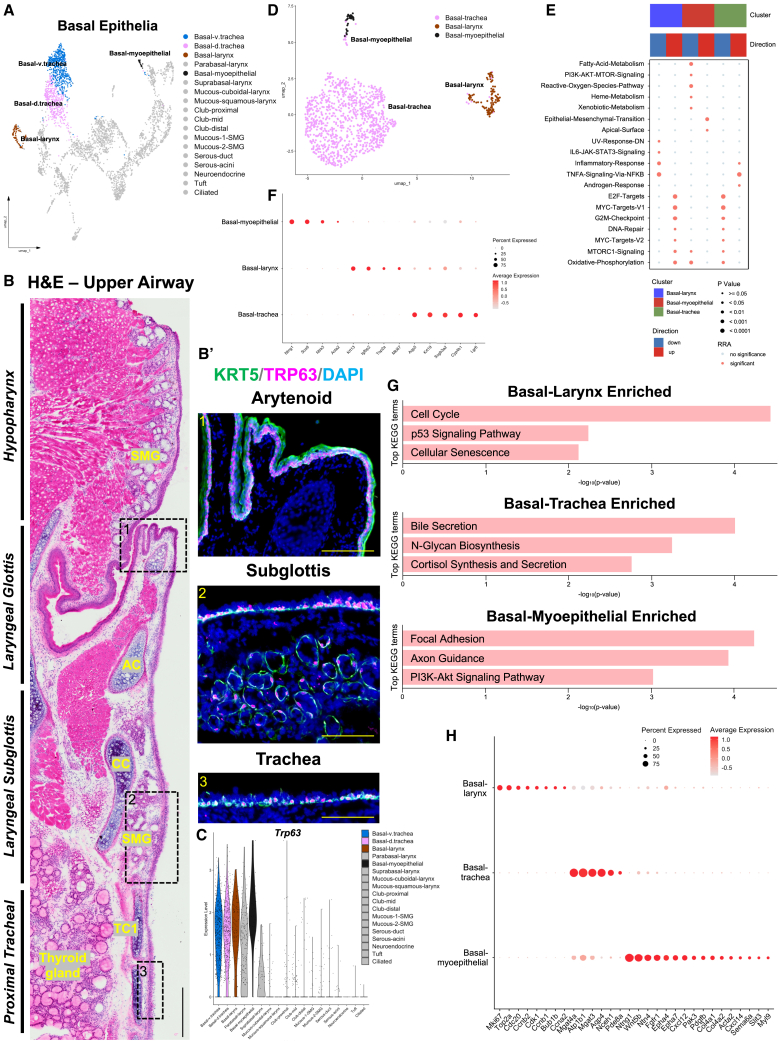
Basal cells exhibit transcriptomic regional diversity with unique functional signatures (A) Integrated UMAP plot highlighting basal epithelial cells. (B and B′) H&E-stained upper airway with immunofluorescence exhibiting regional KRT5+TRP63+marked basal cells. (C) Violin plot exhibiting cell types that express canonical basal cell marker *Trp63*. (D) Integrated UMAP of basal cell subset. (E) irGSEA hallmark pathways analysis of DE genes across our three basal populations. (F) DotPlot showing top DE genes comparing basal-larynx (*Krt13, Igfbp2, Top2a* and *Mki67*) to basal-trachea (*Aqp5, Krt19, Scgb3a2, Cyp4b1* and *Lgr6*) to basal-myoepithelial (*Ntng1, Sox9, Ntrk3* and *Acta2*) in our basal cell subsetted scRNA-seq dataset. (G) Gene ontogeny (GO) enrichment analysis displaying top KEGG pathway terms enriched in each basal cell. (H) DotPlot showing top DE genes associated with functional enrichment analysis. DAPI is in blue. All images 20× magnification. Scale bar represents 100 μm. H&E, hematoxylin and eosin; KRT, keratin; AC, arytenoid cartilage; CC, cricoid cartilage; TC, tracheal cartilage; SMG, submucosal gland.

Basal cells are progenitor cells that are critical for repair and regeneration of the epithelium following injury by differentiating into specialized cell types needed for tissue integrity. To compare the potential differentiation pathways in each of the basal cell types, we performed single cell trajectory analysis (Monocle 3). *In silico,* we selected cell clusters to only include each basal cell population (i.e., basal-larynx, basal-trachea, and basal-myoepithelial) alongside the differentiated cell types in the corresponding region (Figures S5A–S5C). 

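Monocle 3 was not run, and diffusion pseudotime on the integrated components, rooted in the basal-larynx-like class, stands in for it here. The club, ciliated and gland classes were entered from every root, whereas the paper chose differentiated cell types by region. Over 13 classes its median was 0.120 in basal-larynx-like cells, 0.159 in parabasal-larynx-like and 0.198 in mucous-cuboidal-larynx-like cells. Club-mid-like (0.204), club-proximal-like (0.213) and club-distal-like cells (0.248) came before suprabasal-larynx-like cells (0.253, rank 8). Mucous-squamous-larynx-like (0.700) and ciliated-like cells (0.736) were last. In each library alone suprabasal-larynx-like cells ranked 6, after the club-mid-like and club-proximal-like cells and before the club-distal-like cells. In replicate 1 alone mucous-squamous-larynx-like cells ranked 7 and ciliated-like cells 9. Pseudotime has no unit or test, reads free RNA as it reads other RNA, and orders cells by likeness of expression.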

The basal-larynx trajectory revealed a direct lineage progression from basal to parabasal to suprabasal cells, subsequently leading to differentiated cell populations including mucous, ciliated, and club cell identities. The basal-trachea trajectory displayed a sequential progression through club-mid, club-proximal, and club-distal stages, followed by mucous-related lineages, with ciliated cells representing the most distal point in pseudotime. In comparison, basal-myoepithelial cells followed an SMG lineage trajectory progressing through mucous-2, serous-acini, serous-duct, mucous-1, ending in ciliated cells (Figures S5A–S5C). 

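Rooted in basal-trachea-like cells (median 0.0433), diffusion pseudotime placed club-proximal-like (0.166) and club-mid-like cells (0.170) close together, then club-distal-like (0.250), serous-duct-like (0.276), mucous-2-SMG-like (0.296), serous-acini-like (0.303) and mucous-1-SMG-like cells (0.399), with ciliated-like cells last (0.715). In replicate 2 alone club-mid-like cells came before club-proximal-like cells (0.136 and 0.147). In replicate 1 alone, whose cells are fewer, the basal-trachea-like root itself ranked 4 of 9 classes and ciliated-like cells 6, so that library alone gives no order from this root.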

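From the basal-myoepithelial-like root (0.0554), the median pseudotime was 0.235 in serous-duct-like, 0.273 in serous-acini-like and 0.295 in mucous-2-SMG-like cells. The 3 club-like classes and mucous-1-SMG-like cells lay between 0.310 and 0.327, and ciliated-like cells were last at 0.754. Replicate 1 alone, with 7 basal-myoepithelial-like cells, placed club-proximal-like and club-mid-like cells before the gland classes.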

Our data highlights that basal cells, despite their morphological similarity, exhibit transcriptional heterogeneity primed for shared but also distinct roles across different epithelial compartments.

### Submucosal gland cell heterogeneity as revealed at single cell resolution

We sought to explore the heterogeneity of the murine SMG compartment, which has largely been unexplored at the single-cell level.^3^ Our scRNA-seq revealed the expected rich diversity of differentiated cell types in the SMG, and also uncovered markers for each population (Figures 4A and 4B). In the mouse upper respiratory tract, SMG were found in the pharynx, rostral laryngeal side of the epiglottis, subglottis, and proximal ventral trachea (Figures 4C and 4D). 

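Mucous-1-SMG-like cells held 15382 and 26839.8 CPM of Muc5b and 230118 and 150127 of Tff2, above every other class in both libraries. Lipf reached 120551 and 151340 CPM in mucous-2-SMG-like and 89677 and 142198 in serous-acini-like cells. Basal-larynx-like cells held 15938 and 205 CPM of it. Slc34a2 was highest in serous-duct-like cells (114 and 93.4 CPM from 27 and 136 UMIs). Bpifb5 rested on replicate 2, with 3 and 763 UMIs or 5.28 and 198 CPM in serous-acini-like cells, and in replicate 1 mucous-2-SMG-like cells were higher (25.2 and 21.9 CPM). Acta2 was highest in basal-myoepithelial-like cells, where replicate 1 held 1 UMI. Against the mean of the other classes the adjusted p was 1.1e-12 for Muc5b, 5.7e-13 for Tff2, 1.3e-07 for Lipf in both of its classes, 2.3e-06 for Slc34a2 and 1.5e-08 for Bpifb5 (edgeR's quasi-likelihood test; fitted log2 fold changes 8.61, 10.42, 9.33, 6.92 and 8.97, each above 0 in both libraries).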

Based on our scRNA-seq data, these SMG epithelial cells segregate into multiple populations, including mucous-1 (*Muc5b, Tff2*), mucous-2 (*Lipf*), serous-duct (*Slc34a2*), serous-acini (*Bpifb5, Lipf*), and basal-myoepithelial cells (*Acta2, Trp63*), each with a distinct transcriptional profile (Figures 4A and 4B). 

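Sox9 (ENSMUSG00000000567, chromosome 11 from 112782224 to 112787760) was highest in tuft-like cells (641 and 420.2 CPM), above basal-myoepithelial-like (504 and 346), serous-duct-like (409 and 309.8), mucous-1-SMG-like (269 and 232), serous-acini-like (158 and 149) and mucous-2-SMG-like cells (80.8 and 111). The gland classes with at least 10 cells in both libraries lay 6.17 (standard error 0.25, adjusted p = 5.0e-13, edgeR's quasi-likelihood test) above the mean of the other tested classes on the log2 scale, in both libraries. Tuft-like cells were not part of that test.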

*Sox9* transcripts were also abundant in all SMG cells, with additional expression in the tuft cell population. Interestingly, RNAscope validation showed that the transcription factor *Nkx3-1* was expressed in mucous-1, mucous-2, and serous-acini cells (Figure 4E), suggesting a unique role in regulating mucous producing cell fate. ⍺SMA+TRP63*+* basal-myoepithelial cells were found primarily in the distal acinar compartment and did not overlap with *Nkx3-1* expression (Figure 4E). Notably, all SMG compartments, including the epiglottic, subglottic, hypopharyngeal, and tracheal regions, exhibited similar expression patterns for known cell types, suggesting a shared transcriptional signature and conserved functional role across these anatomically distinct glandular populations (Figure S6). However, further lineage-tracing studies would be needed to formally determine whether distinct progenitor pools contribute to regional SMG formation. Together, these data delineate both shared and distinct signatures of murine SMG cell types.

**Figure 4:**
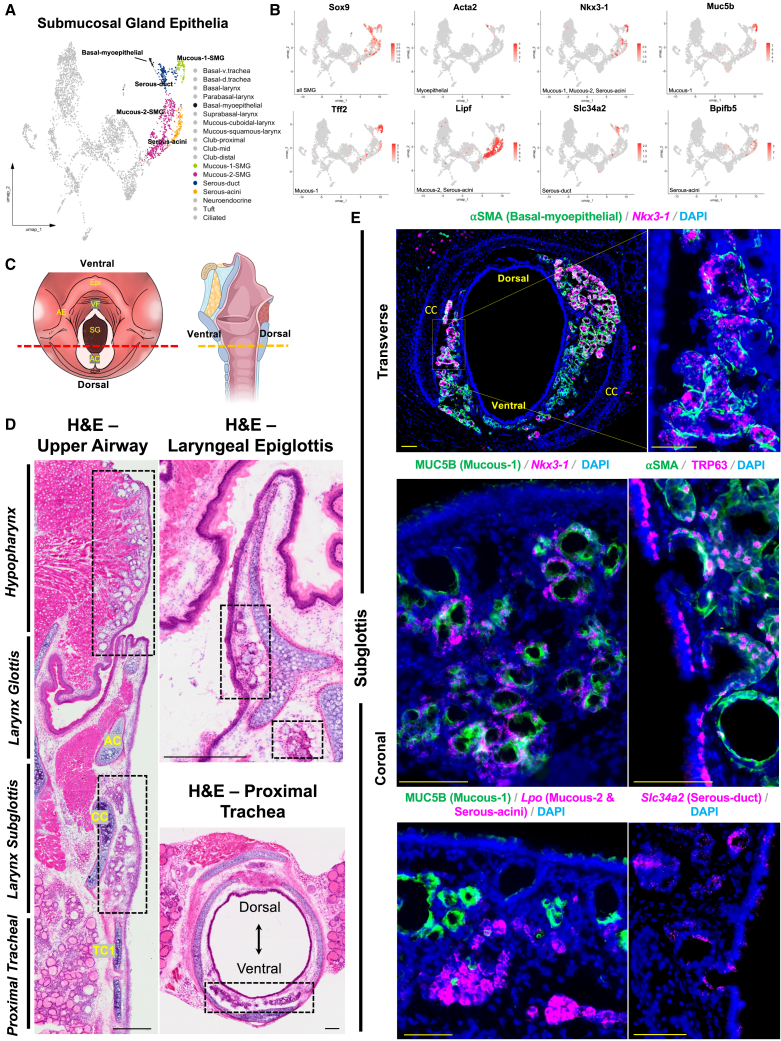
Submucosal gland cell heterogeneity as revealed at single cell resolution (A) Integrated UMAP plot highlighting SMG epithelial cells. (B) Feature plots of canonical markers for SMG epithelial populations. (C) Schematic illustration of cranial and sagittal view of larynx to display coronal and transverse sections (red/yellow dashed lines) attained for analysis. (D) H&E-stained upper airway displaying SMG compartments (dashed black boxes). (E) Immunofluorescence transverse and coronal sections of SMGs displaying cell type canonical markers and unique transcription factor *Nkx3-1*. DAPI is in blue. All images 20× magnification. Scale bar represents 100 μm. H&E hematoxylin and eosin. Epi, epiglottis; AE, aryepiglottic fold; SG, subglottis; AC, arytenoid cartilage; CC, cricoid cartilage; TC, tracheal cartilage.

### Luminal cell heterogeneity as revealed at single cell resolution

We further analyzed our scRNA-seq dataset to reveal the diversity of luminal cell populations along the pharyngolaryngeal-to-tracheobronchial axis (Figures 5A–5C). Luminal cell types located to laryngeal SSE include suprabasal cells (KRT13, KRT17), mucous-producing cells (*Il1a, Kcnj16*), and taste bud complexes which include innervated neuroendocrine (*Ascl1*), type II (GNAT3) and type III (SNAP25) taste cells (Figure 5C; Figures S2B and S2C). Solitary neuroendocrine cells were also found within the highly innervated subglottic epithelium and decreased in number along the proximal-distal axis toward the tracheal epithelium (Figure 5C; Figure S2B). Luminal cell types located in the trachea epithelium include club (SCGB1A1, SCGB3A2), mucous (AGR2), ciliated (A-TUB), solitary tuft (DCLK1, *Chat*)*,* and clustered hillocks (KRT13, KRT17). Ciliated cells were found throughout the pseudostratified epithelium of the trachea and in focal regions within the laryngeal epithelium, such as the superior VF and rostral lingual side of the epiglottis (Figure S2C). Additionally, mucous-1 cells, identified by the classic goblet cell marker AGR2,^40^ were detected in the tracheal surface epithelium by immunofluorescence (Figure 5C) and were notably enriched within the *Dmbt1+* SMG compartment (Figure S2D). 

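In RNA, Agr2 (ENSMUSG00000020581, chromosome 12 from 35992907 to 36004087) was highest in mucous-1-SMG-like cells, with 3907 and 5292 CPM, and its log2 fold change over the mean of the other classes was 4.56 (standard error 0.23, adjusted p = 6.5e-12, edgeR's quasi-likelihood test, higher in both libraries). Ionocyte-like (911 and 1531 CPM), mucous-cuboidal-larynx-like (833 and 712), club-proximal-like (692 and 625) and serous-acini-like cells (736 and 481) were lower. Dmbt1 reached 9397 and 6283 CPM in the mucous-1-SMG-like cells.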

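The clustering gave club-proximal-like (61 and 178 cells), club-mid-like (92 and 260) and club-distal-like cells (75 and 102). Their median depth was 15632 and 17282, 17666 and 22490 and 2292 and 3862 UMIs, so the club-distal-like cells are the shallow ones. The main club-proximal-like cluster was itself led by Bpifa1 and Sftpa1, markers of the distal list, and 56 and 165 of its cells and of a second, shallow cluster lost the name. Counted past an adjusted p of 0.05 and a log2 fold change of 1, 0 of 9360 genes differed between club-distal-like and club-proximal-like cells in edgeR's quasi-likelihood test (1183 at an unadjusted p below 0.05), 98 in DESeq2 (61 higher in club-distal-like cells, 37 lower, 1007 at an unadjusted p below 0.05) and 1141 in edgeR with the library as a block (255 higher, 886 lower). On simulated counts with the difference between libraries kept, the fit without the block recovered 67.5% of changed genes and that with it 100%. Club-mid-like and club-proximal-like cells differed in 0 genes (390 at an unadjusted p below 0.05; DESeq2 was not run on this pair), and in 402 with the block. Between club-distal-like and club-mid-like cells 2 genes passed, and 867 with the block. The former were Sult1c1, with 34 UMIs against 1 (ratio 348, 95% counting interval 58.4 to 14157, adjusted p = 0.011), and Sftpa1, a marker that named the class and no independent result.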

We found heterogeneity within club cells along the tracheobronchial axis which we termed club-proximal, club-mid and club-distal, with subtypes showing unique regional transcriptomic signatures and cell abundance (Figure 5A; Figures S2E–S2K).

**Figure 5:**
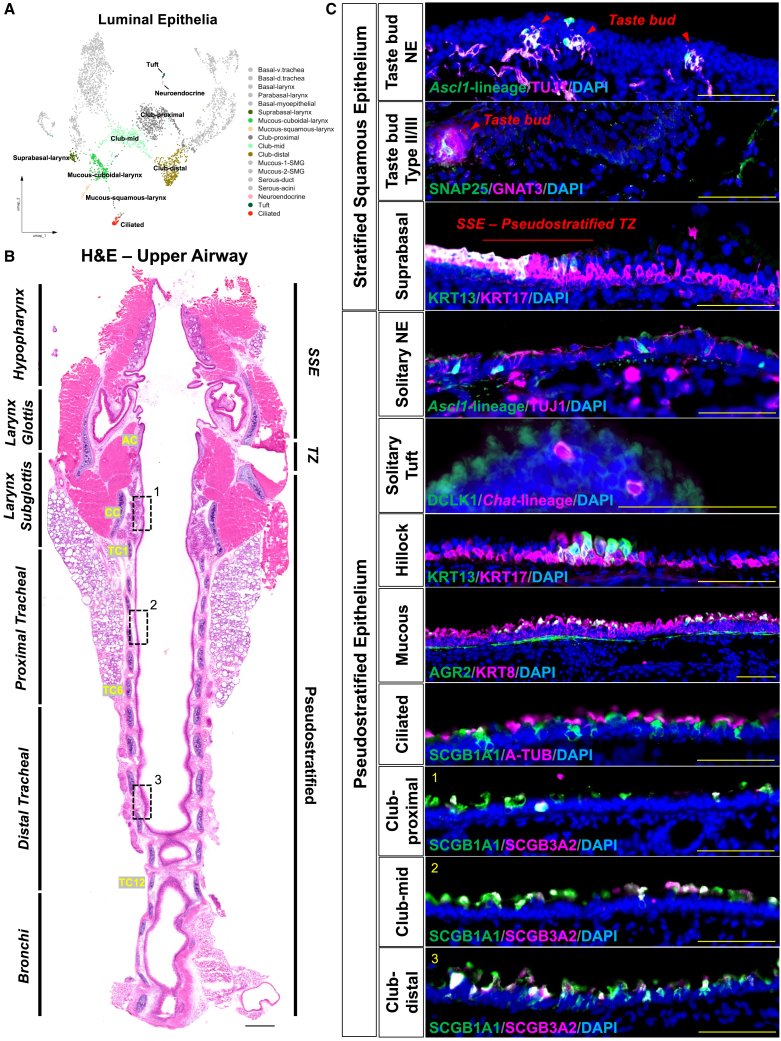
Luminal cell heterogeneity along pharyngolaryngeal-to-tracheobronchial axis revealed at single cell resolution (A) Integrated UMAP plot highlighting luminal epithelial cells. (B) H&E-stained upper airway displaying anatomic regions of interest with dashed black boxes representing localized regions for club-proximal, club-mid, and club-distal immunofluorescent corresponding images. (C) Immunofluorescence images exhibiting unique markers for luminal cell types of the upper airway. DAPI is in blue. Images are either 20× or 40× magnification. Scale bar represents 100 μm (C) and 500 μm (B). H&E, hematoxylin and eosin; AC, arytenoid cartilage; CC, cricoid cartilage; TC, tracheal cartilage; TZ, transition zone; NE, neuroendocrine; SSE, stratified squamous epithelium.

To directly compare DE genes, we took a similar approach as our basal analysis and isolated club cells *in silico*, and subclustered the population (Figure S2I; Table S5). 

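Scgb1a1 (ENSMUSG00000024653, chromosome 19 from 9083636 to 9087958) reached 76456 and 127978 CPM in club-distal-like cells, 95326 and 68352 in club-mid-like and 6409 and 8564 in club-proximal-like cells, so that in replicate 1 club-mid-like cells were the highest. Scgb3a2 (ENSMUSG00000038791, chromosome 18 from 43764289 to 43767399) was highest in club-distal-like cells in both libraries, with 27465 and 35439 CPM against 21212 and 15755 in club-mid-like and 13856 and 10206 in club-proximal-like cells. Between club-distal-like and club-proximal-like cells the log2 fold change was 4.41 (standard error 0.44, adjusted p = 0.099) for Scgb1a1 and 2.00 (standard error 0.36, adjusted p = 0.39) for Scgb3a2 in edgeR's quasi-likelihood test, above 0 in both libraries but not past an adjusted p of 0.05. With the library as a block it was 4.40 (adjusted p = 1.1e-09) and 2.04 (adjusted p = 3.7e-05). The club-proximal-like class lacks the sub-clusters that lost this name under the rule set after the clusters were seen. Some of them have Scgb1a1 or Scgb3a2 among their leading genes, so leaving them out may raise both fold changes. Neither gene was tested with these sub-clusters kept, so the size of that effect is unknown. Free RNA of Scgb1a1 and Scgb3a2 was not removed, and its part in the counts of the shallow club-distal-like cells was not measured.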

Notably, distal club cells expressed the highest levels of *Scgb1a1* and *Scgb3a2* (Figure 1B; Figures S2E–S2K), which was validated by pairwise DE comparison analysis (p_adj = <0.05, LogFC = 1) between club-proximal and club-distal (Figure S2H; Table S5). *Slc6a15* emerged as the top marker for club-proximal population across all cell types (Figure 1B), which also showed elevated expression of *Cadm2* (Figure S2J; Table S1), a key defining marker expressed in laryngeal club cells.^13^ 

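Slc6a15 (ENSMUSG00000019894, chromosome 10 from 103367783 to 103419377) was highest in club-proximal-like cells, with 51.7 and 169 CPM, against club-distal-like cells with 28.9 and 25.0. Its log2 fold change over the mean of the other classes was 5.13 (standard error 0.45, adjusted p = 5.4e-07, edgeR's quasi-likelihood test, higher in both libraries). Within the club-like classes alone it was 2.32 (standard error 0.44, adjusted p = 0.50), and 2.50 (adjusted p = 4.4e-08) with the block. For Cadm2 the log2 fold change within the club-like classes was 2.62 (standard error 1.36, adjusted p = 0.65), and 2.73 (adjusted p = 9.5e-07) with the block. Slc6a15 was a leading gene of both club-proximal-like clusters without having taken part in the clustering.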

Immunofluorescence confirmed an increase in SCGB1A1+SCGB3A2+ club cell abundance to the distal trachea and extrapulmonary bronchi compared to proximal regions (Figure 5C; Figures S2F and S2G). GO enrichment and pathway analysis revealed the top KEGG terms for club-proximal cells, including Ras Signaling Pathway (*Angpt1*, *Abl1*, *Gab2*, and *Gnb5*), and Calcium Signaling Pathway (*Chrm3*, *Gna14*, *Erbb4*, and *Tacr1*). In contrast, club-mid cells showed enrichment for KEGG terms related to Inflammatory Mediator Regulation of TRP Channels (*Camk2d, F2rl1, Calml3*) and Mucin-Type O-Glycan Biosynthesis (*Galntl6* and *B4galt5*). 

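Angpt1, Abl1, Gab2, Gnb5, Chrm3, Gna14, Erbb4 and Tacr1 were all higher in club-proximal-like cells than in the mean of the other club-like classes, in both libraries. Their log2 fold changes ran from 0.63 (standard error 0.75, adjusted p = 0.78) for Abl1 to 2.54 (standard error 1.34, adjusted p = 0.65) for Erbb4, by edgeR's quasi-likelihood test. Erbb4, Chrm3 and Gab2 were counted far less often in replicate 1 than in replicate 2, which widens their standard errors. With Slc6a15 and Cadm2, 0 of 10 genes had an adjusted p below 0.05 over all genes tested, 3 when adjusted over the list alone, which the study chose on these samples, and 8 with the library as a block. Abl1 and Gnb5 did not reach it with the block (0.16 and 0.15).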

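In club-mid-like cells B4galt5 exceeded the mean of the other club-like classes by a log2 fold change of 3.86 (standard error 0.39, adjusted p = 0.032), by edgeR's quasi-likelihood test. Camk2d with 2.22 (standard error 0.64, adjusted p = 0.44), Calml3 with 1.84 (standard error 0.45, adjusted p = 0.31), Galntl6 with 1.55 (standard error 1.07, adjusted p = 1.00) and F2rl1 with 1.38 (standard error 0.51, adjusted p = 0.64) were higher in both libraries without reaching an adjusted p of 0.05 over all genes tested. Adjusted over the list alone, which is the study's own, 4 of the 5 did, and 5 with the block.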

Finally, club-distal cells were enriched for KEGG terms linked to Ribosome function and Coronavirus Disease (*Mrpl4*, *Rps26*, *Mrpl2*, *Rps19*, *Rps7*, *Rpl36al*, *Rplp0*, and *Rps12*) (Figure S2K; Table S5). Together, our analysis suggests potential regional-specific roles for club cells, where club-proximal cells located in the highly innervated laryngeal subglottis may play a prominent role in xenobiotic detection, while club-mid and club-distal cells localized to the trachea are primarily involved in secretory/mucin pathways and metabolic processes.

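Mrpl4, Rps26, Mrpl2, Rps19, Rps7, Rpl36al, Rplp0 and Rps12 were higher in club-distal-like cells than in the mean of the other club-like classes, in both libraries, by log2 fold changes from 0.68 for Rplp0 to 1.01 for Mrpl2. None reached an adjusted p of 0.05 in edgeR's quasi-likelihood test over all genes (lowest 0.30), 7 of 8 did when adjusted over the study's list alone, and 7 with the block. Against club-proximal-like cells, 81 of 81 ribosomal protein genes were higher, with a mean log2 fold change of 0.72 (adjusted p = 3.4e-27 in limma's camera with its preset correlation). Whereas camera sets the genes against all others, limma's fry tests the set by itself. The adjusted p of fry was 0.084, and 0.12 with the block, so the call does not hold there, while that of the cell cycle set does. The mean was 1.22 without replicate 1 and 0.36 without replicate 2. Reads of ribosomal protein genes may be shared with their pseudogenes, which was not measured, and the 2 classes differ in depth.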

## Discussion

To date, research has established diverse heterogeneity across the cellular landscape of the unified respiratory epithelium,^8^^,^^13^ offering an initial basis for its complexity. Building on these investigations focused on individual organs, here, we present a comprehensive analysis of the single cell landscape in the murine upper airway, encompassing the pharyngolaryngeal-to-tracheobronchial axis. We defined three spatially distinct tissue compartments *Tmprss11a*+ pharyngolaryngeal, *Nkx2-1*+ tracheobronchial, and *Dmbt1*+ SMG epithelium, comprised of 18 transcriptionally unique cell types. This comprehensive regional atlas provides a critical framework for future studies aimed at understanding cellular dynamics in airway health, disease progression, and repair mechanisms.

Our analysis revealed a robust population of TRP63+ basal cells, characterized by regional transcriptomic diversity and distinct functional signatures. Consistent with prior studies demonstrating basal cell subpopulations in dorsal versus ventral tracheal regions,^12^ we identified a dorsal-enriched population (*Trp63+Cav1+*) and a ventral-enriched population (*Trp63+Tgm2+*) of tracheal progenitors. 

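Cav1 was higher in basal-dorsal-trachea-like cells (521 and 583 CPM) than in basal-ventral-trachea-like cells (93.2 and 121 CPM), a log2 fold change of 2.33 (standard error 0.27, adjusted p = 0.16). Tgm2 was higher in the ventral cells (259.5 and 339 against 106 and 164 CPM), by 1.20 (standard error 0.30, adjusted p = 0.76). Neither passed an adjusted p of 0.05 in edgeR's quasi-likelihood test without the block, and both did with it (7.5e-13 and 5.3e-08). Between the 2 classes 0 of 11128 genes passed in edgeR (394 at an unadjusted p below 0.05), 65 in DESeq2 (319 at an unadjusted p below 0.05) and 997 in edgeR with the block. With sub-clusters named on their own, chosen after the clusters were seen, the dorsal class fell to 348 cells and the ventral class rose to 602. There the log2 fold change was 1.54 for Cav1 and 1.73 for Tgm2.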

In the larynx, basal cells exhibited unique enrichment for *Igfbp2*, with a concomitant reduction in *Tmprss11a* expression among SSE progenies. 

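Igfbp2 (ENSMUSG00000039323, chromosome 1 from 72824503 to 72852474) reached 763 and 919 CPM in basal-larynx-like cells, against 0 and 56.8 in suprabasal-larynx-like and 23.7 and 35.3 in basal-dorsal-trachea-like cells. The fitted log2 fold change over the mean of the other classes was 9.54 (standard error 0.57, adjusted p = 2.6e-09, edgeR's quasi-likelihood test, higher in both libraries). Parabasal-larynx-like cells held 0 and 142 Igfbp2 UMIs. Tmprss11a reached 279 and 304 CPM in parabasal-larynx-like and 97.6 and 266 in suprabasal-larynx-like cells. Basal-larynx-like cells exceeded suprabasal-larynx-like cells in both libraries and parabasal-larynx-like cells in replicate 2 only, without a test. The log2 fold change of parabasal-larynx-like over suprabasal-larynx-like cells was 0.46 (standard error 0.71, adjusted p = 0.91), and without replicate 1 it was -0.00379, so a difference between these 2 was not detectable.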

While *Tmprss11a* has been implicated in epithelial integrity and protease activity,^41^^,^^42^ its specific role in the pharyngolaryngeal compartment remains unclear, highlighting the need for future targeted work. Laryngeal SSE display higher cellular turnover compared to the predominantly quiescent pseudostratified epithelium.^20^^,^^43^ Comparative analyses between basal cells from the larynx and trachea revealed elevated expression of proliferative markers in laryngeal basal cells suggestive of key roles in tissue repair, while tracheal basal cells enriched for markers associated with secretory function indicate their contribution to mucosal defense. These findings highlight distinct regional specialization of basal cell populations between the larynx and trachea, underscoring their functional divergence in maintaining epithelial integrity.

We also explored Keratin gene expression within our scRNA-seq dataset with the goal of establishing a comprehensive Keratin profile of the upper respiratory epithelium. Systematic profiling identified a total of 21 represented Keratin genes, delineating a distinct expression code along both the proximal-distal and basal-luminal axes. Among these, we focused on the “stress-induced” Keratins, KRT6A and KRT17. While previous studies have reported ectopic expression of KRT6A and KRT17 in epithelium following wound healing^34^ or in the context of viral persistence,^31^^,^^32^ our findings reveal widespread expression under homeostatic conditions. Specifically, KRT6A+KRT17+ epithelium was detected in basal cells of the trachea and SMG, as well as in both basal and luminal cells of the laryngopharynx and tracheal hillocks. We also observed restricted expression of KRT8 to pseudostratified surface epithelium and KRT14 to squamous surface epithelium of the pharyngolarynx, delineating a distinct proximal-distal axis of epithelial differentiation. KRT13 at the protein and gene level marked suprabasal (i.e., luminal) SSE, however, was also modestly expressed in our basal-larynx population. 

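Krt13 (ENSMUSG00000044041, chromosome 11 from 100117327 to 100121566) reached 9591 and 13047 CPM in suprabasal-larynx-like, 4506 and 5330.0 in mucous-squamous-larynx-like, 3539.6 and 2936 in basal-larynx-like and 689 and 946 in parabasal-larynx-like cells. The suprabasal-larynx-like class lay 6.83 (standard error 0.35, adjusted p = 1.9e-11, edgeR's quasi-likelihood test) above the mean of the other classes on the log2 scale, in both libraries.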

Recent work has reported KRT13 expression in basal cells of hillocks.^20^ Immunofluorescent validation found hillocks expressed a near identical Keratin code as VF SSE; thus, we suspect that hillocks share a sufficiently similar transcriptome with differentiated SSE, leading them to be grouped into our suprabasal-larynx population. To date, no studies have investigated airway SSE of both the larynx and trachea within one dataset at single cell resolution. These findings highlight previously uncharacterized Keratin dynamics across epithelial subtypes, providing new insights into airway squamous epithelial differentiation and potential shared transcriptional profiles with specialized structures like hillocks.

Next, we sought to characterize the cellular diversity of an underexplored, yet essential tissue compartment, the SMG. SMG cells play critical roles in upper airway immune defense, actively secreting mucus and antimicrobial byproducts to defend against pathogens and irritants, and with unique basal-myoepithelial cells.^15^^,^^44^ We identified *Nkx3-1* transcription factor, uniquely expressed in mucous-1, mucous-2, and serous-acini cells. *Nkx3-1*, widely recognized as a prostate epithelium-specific marker, plays a key role in the development of the testes and prostate and has been implicated in prostate cancer.^45^^,^^46^ Given its cell-specific expression and well-established roles in development, we hypothesize that this transcription factor may influence the cell fate of mucin-producing cells in the SMG, potentially serving as an effective candidate for disease modeling. The subglottic epithelium shares a close anatomical and functional relationship with adjacent SMG. Notably, *Acta2+* myoepithelial cells within SMG function as reserve stem cells capable of regenerating the airway surface epithelium.^3^^,^^47^^,^^48^ In salivary glands, myoepithelial cells have been identified as key sources of neurotrophin signaling following irradiation-induced damage.^49^ When comparing basal-myoepithelial cells from the larynx and trachea, we observed increased expression of genes associated with axon guidance (*Ntng1*, *Wnt5b*, and *Ntn4*), cytokine signaling (*Cxcl12* and *Cxcl14*), and neurotrophic receptors (*Ntrk2* and *Ntrk3*). 

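Basal-myoepithelial-like cells exceeded basal-trachea-like cells by a log2 fold change of 3.40 for Wnt5b and 3.21 for Ntn4, and basal-larynx-like cells by 4.54 (standard error 1.25, adjusted p = 0.14) and 3.46 (standard error 0.63, adjusted p = 0.065) (edgeR's quasi-likelihood test, limit of 5 cells). With the library as a block the latter had an adjusted p of 1.5e-11 and 1.9e-08. Cxcl14 had 30 UMIs in basal-myoepithelial-like cells and 2 in basal-trachea-like cells, a ratio of 471 (95% counting interval 119 to 4065), and 2 in basal-larynx-like cells, a ratio of 86.8 (22.0 to 749). Ntrk2 had 0 and 13 UMIs in basal-myoepithelial-like cells, too few for edgeR's filter, and was higher in mucous-2-SMG-like (29.4 and 51.1 CPM) and serous-acini-like cells (33.5 and 30.3) than in basal-myoepithelial-like cells (0 and 28.3). Without that filter its log2 fold change was 6.84 over basal-trachea-like (adjusted p = 5.0e-04) and 4.12 over basal-larynx-like cells (adjusted p = 0.066), from replicate 2 only. With all classes in 1 fit these were 6.65 (adjusted p = 8.8e-04) and 4.26 (adjusted p = 0.011).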

The *Cxcl12-Cxcr4* axis is a well-characterized signaling pathway with pleiotropic roles in immune responses, viral infections, and cancer.^50^^,^^51^ Recent studies have further demonstrated that *Cxcr4* is upregulated following influenza infection, modulating neutrophil phagocytic activity, ligand-specific migration, and the induction of neutrophil extracellular traps.^52^ Based on our findings, we propose that basal-myoepithelial cells may play a critical role in injury repair and immune response mediated by the *Cxcl12/14-Cxcr4* axis. In addition, we detected upregulation of CHAT muscarinic receptors (*Chrm1* and *Chrm3*) in basal-myoepithelial cells, suggesting potential crosstalk with cholinergic-expressing neurons in the airways. These findings highlight the intimate relationship between basal-myoepithelial cells and innervating neurons and suggest a critical role for these cells in mediating neuroimmune interactions that contribute to airway homeostasis and disease.

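Chrm3 (ENSMUSG00000046159, chromosome 13 from 9875486 to 10360847) reached 26.5 and 535 CPM in basal-myoepithelial-like cells, 15.6 and 654 in mucous-1-SMG-like and 37.9 and 589 in serous-duct-like cells, far higher in replicate 2 each time. Its introns span 479 kb. Its log2 fold change over basal-larynx-like cells was 4.07 (standard error 1.78, adjusted p = 0.30), and 4.08 (adjusted p = 3.3e-11) with the block. Over basal-trachea-like cells it was 1.18 (standard error 1.57, adjusted p = 0.97), and 1.11 (adjusted p = 0.0051) with the block (edgeR's quasi-likelihood test). Chrm1 had 0 and 4 UMIs in basal-myoepithelial-like cells and was highest in mucous-1-SMG-like cells (15.6 and 17.1 CPM). It was left out by edgeR's filter, and without the filter its adjusted p was 0.54 against basal-trachea-like and 0.22 against basal-larynx-like cells. With all classes in 1 fit it was 0.073 and 0.030, so the call against basal-larynx-like cells depends on the fit.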

The upper respiratory epithelium of the larynx and trachea contains several shared luminal cell types, including club, mucous/goblet, and ciliated cells. However, the transcriptomic differences between these regions remain incompletely characterized. To address this, we hypothesized that distinct transcriptomic profiles would emerge based on anatomical localization. Our analysis identified three transcriptionally distinct populations of club cells, with higher levels of *Scgb1a1*+ and *Scgb3a2+* expression in more distal compared to proximal regions along the upper airway axis. Club cells, defined by secretoglobin family genes (*Scgb1a1*, *Scgb3a1*, and *Scgb3a2*), have been shown to exhibit functional heterogeneity in previous studies.^8^^,^^53^^,^^54^ A unique club-proximal population, exclusively expressing the defining laryngeal club cell marker *Cadm2*, was localized to the larynx.^13^ 

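Cadm2 (ENSMUSG00000064115, chromosome 16 from 66655421 to 67620908), which spans 956 kb of introns, reached 25.9 and 742 CPM in club-proximal-like cells, from 26 and 2370 UMIs. It was also counted in basal-ventral-trachea-like (18.6 and 352 CPM) and club-mid-like cells (6.81 and 230.5), and neuroendocrine-like cells held 0 and 49 UMIs. Over the mean of all other classes its log2 fold change was 4.73 (standard error 0.91, adjusted p = 0.0025, edgeR's quasi-likelihood test), with an adjusted p of 0.15 in DESeq2, the highest of its alternatives, and of 3.1e-74 at the lowest. Among the named classes, Scgb3a1 was not highest in a club-like class but in ionocyte-like cells (144536 and 72407 CPM). Mucous-1-SMG-like cells (101316 and 34721) exceeded club-distal-like cells (48330.5 and 57096) in replicate 1 only. Sub-clusters that lost the club-proximal name were not compared, and some have Scgb3a1 among their leading genes. The number of ionocyte-like cells depends on the clustering, and doublets and free RNA stay open as sources of their Scgb3a1. This ranking thus does not argue against Scgb3a1 as a gene of club cells. The 3 club-like classes together lay 3.43 (standard error 0.41, adjusted p = 3.3e-06) above the mean of the other classes for Scgb3a1, 6.43 (standard error 0.52, adjusted p = 9.5e-09) for Scgb1a1 and 5.32 (standard error 0.38, adjusted p = 1.7e-09) for Scgb3a2 on the log2 scale, in both libraries.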

Additional populations, designated as club-mid and club-distal, were restricted to the proximal trachea and distal trachea/extrapulmonary bronchi, respectively. Notably, laryngeal club cells, which have only recently been described, exhibit both squamous and cuboidal morphologies,^27^ and are implicated in detoxification, repair, regeneration, and anti-inflammatory processes.^13^^,^^54^^,^^55^ We identified rare mucous-producing cell populations within the larynx, characterized by squamous or cuboidal morphology and elevated expression of mucin-related genes (*Muc1*, *Muc4*, *Muc13*, and *Muc20*). These cells were further distinguished by distinct top markers: *Il1a* for squamous-type and *Kcnj16* for cuboidal-type populations. 

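Muc1 reached 1070.3 and 903 CPM in mucous-squamous-larynx-like and 579.9 and 514 in mucous-cuboidal-larynx-like cells, with 400.2 and 326 in club-mid-like cells as the next class. Muc13 followed the same order, with 225 and 211 CPM, 83.7 and 80.7 CPM and then 77.0 and 45.1 in ciliated-like cells. For Muc4 the values were 977 and 972 CPM in mucous-cuboidal-larynx-like and 559 and 1001 in mucous-squamous-larynx-like cells. Muc20 was highest in mucous-squamous-larynx-like cells (266 and 316 CPM), and ionocyte-like cells (126 and 96.2) stood beside mucous-cuboidal-larynx-like cells (94.6 and 118). The 2 mucous classes of the larynx lay above the mean of the others by log2 fold changes of 3.95 (standard error 0.24, adjusted p = 3.1e-11) for Muc1, 4.09 (standard error 0.18, adjusted p = 2.6e-13) for Muc4, 9.15 (standard error 0.30, adjusted p = 7.3e-12) for Muc13 and 3.83 (standard error 0.26, adjusted p = 1.3e-10) for Muc20, by edgeR's quasi-likelihood test, in both libraries.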

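Kcnj16 (ENSMUSG00000051497, chromosome 11 from 110968033 to 111027968) reached 102 and 279 CPM in mucous-cuboidal-larynx-like cells, from 84 and 997 UMIs, and 22.7 and 56.7 in parabasal-larynx-like cells, the next class. Mucous-squamous-larynx-like cells held 0 and 3 of its UMIs. The log2 fold change of mucous-cuboidal-larynx-like cells over the mean of the others was 6.44 in replicate 1 and 8.10 in replicate 2 (adjusted p = 3.1e-08, edgeR's quasi-likelihood test).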

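Duoxa2 (ENSMUSG00000027225, chromosome 2 from 122298900 to 122302885) was counted 346 and 961 times in mucous-squamous-larynx-like cells (2359 and 1574 CPM), the class with the Il1a counts, and in no other class did it exceed 10 CPM in a library. Its fitted log2 fold change over the mean of the other classes was 13.56 (standard error 0.32, adjusted p = 3.6e-15, edgeR's quasi-likelihood test, higher in both libraries). Duox2, its neighbour in function, was among the markers that named the class, so the 2 are not independent.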

Notably, *Il1a*+ cells exhibited strong expression of *Duoxa2*, an enzyme essential for thyroid hormone synthesis and mucosal immunity.^56^ Additional genes highly expressed in this rare cell subset included interleukin signaling components (*Il1a*, *Il1r2*, and *Il1rn*), the transcription factor *Irf7*, and genes related to inflammatory responses and pathogen defense (*Isg15*, *Tnf*, and *Tnfrsf11b*). Collectively, the unique transcriptional signature of these cells suggests a specialized role in coordinating mucosal defense and immune responses to pathogens within the laryngeal epithelium.

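Il1r2 and Il1rn reached 450.0 and 341 and 355 and 229 CPM in mucous-squamous-larynx-like cells, Irf7 641 and 277, Isg15 2972 and 794, Tnf 88.6 and 70.4 and Tnfrsf11b 245 and 233. With Il1a and Duoxa2, all 8 genes lay above the mean of the other classes in both libraries, by fitted log2 fold changes from 6.30 for Tnf, and each passed an adjusted p of 0.05 over all genes tested and over the list alone (highest 4.9e-09, edgeR's quasi-likelihood test). The class has 10 cells in replicate 1, the fewest of any class that met the limit of 10 cells.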

In addition to commonly shared cell types, several rare yet functionally significant populations exist in the upper respiratory tract, including neuroendocrine cells, tuft cells, and ionocytes, each contributing uniquely to airway homeostasis and function. Our dataset identified both neuroendocrine and tuft cells; however, ionocytes were not detected. 

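Neuroendocrine-like cells numbered 6 and 6 and tuft-like cells 9 and 21. A cluster of 12 and 22 cells held ionocyte markers and is written ionocyte-like. Foxi1 was seen in 6 and 7 of all kept cells, and 4 and 6 of those also held at least 2 of the 8 other ionocyte markers. Among 1000 draws of cells matched on depth, the mean number was 0.243 and 0.575 and the highest 3 and 4. Of the cells with Foxi1, 4 and 3 lay in the ionocyte-like class.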

The relatively modest cell yield (3,617 cells) likely limited our capacity to detect rare or transient cell populations, such as ionocytes, transitional epithelial cells, or cells sensitive to processing-related loss.^8^ 

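Of the 6 and 6 neuroendocrine-like cells, 100% and 66.7% had a UMI of Calca and 66.7% and 83.3% of Cxcl13, at a median depth of 19782 and 15108 UMIs. In club-mid-like cells, with a median of 17666 and 22490 UMIs, the shares were 7.61% and 1.54% for Calca and 0% (0 of 92, which allows up to 3.26%) and 0% (0 of 260, which allows up to 1.15%) for Cxcl13. With 6 cells in each library the 95% Wilson interval of Cxcl13 ran from 30.0 to 90.3% in replicate 1. Calca gave 15591 and 270 UMIs. The class was too small for a test.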

Solitary neuroendocrine cells expressed canonical markers (*Ascl1, Calca*)^8^^,^^57^ and exhibited elevated expression of *Cxcl13* and *Ngf*, with the highest abundance within the laryngeal subglottic epithelium. 

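Of the 9 and 21 tuft-like cells, 100% and 95.2% had a UMI of Pou2f3, 100% and 95.2% of Trpm5, 100% and 95.2% of Gnat3, 88.9% and 52.4% of Spib and 88.9% and 61.9% of Dclk1. Rgs13 was seen in 100% and 76.2%, Rgs21 in 44.4% and 47.6%, Rgs14 in 11.1% and 23.8%, Il17rb in 88.9% and 42.9%, Tnfrsf13b in 22.2% and 47.6% and Lgr5 in 11.1% and 28.6%. Their median depth was 14494 and 16883 UMIs. In basal-ventral-trachea-like cells, at 12584 and 16511 UMIs, the shares were 1.25% and 5.28% for Pou2f3, 0% (0 of 160, which allows up to 1.88%) and 0.293% for Trpm5, 1.25% and 0.587% for Gnat3, 0% (0 of 160, which allows up to 1.88%) and 0% (0 of 341, which allows up to 0.880%) for Spib, 4.38% and 7.04% for Dclk1, 0% (0 of 160, which allows up to 1.88%) and 0.293% for Rgs14 and 0% (0 of 160, which allows up to 1.88%) and 0% (0 of 341, which allows up to 0.880%) for Lgr5. Chat was seen in 55.6% and 47.6% of tuft-like cells. With 9 cells in replicate 1 no test was run.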

Neuroendocrine cells in the lung, known as specialized airway sensors, are critical for interacting with peripheral nerves to regulate immune responses to allergens.^58^^,^^59^ Tuft cells in our dataset were marked by classical tuft cell genes (*Pou2f3*, *Spib*, *Trpm5*, and *Dclk1*) along with genes associated with immune regulation (*Rgs13*, *Rgs14*, *Rgs21*, *Tnfrsf13b*, and *Il17rb*),*^13^* type II taste cell marker *(GNAT3)* and basal cell identity (*Lgr5*). Although limited cell numbers precluded identification of subpopulations, other studies have reported heterogeneity within tuft cells, including tuft-1 (*Pou2f3*) and tuft-2 (*Pou2f3*, *Gfi1b*, *Spib*, and *Sox9*) subtypes in the tracheal epithelium.^8^^,^^21^ Tuft cells have also been characterized as sources of IL-25, prostaglandins, leukotrienes, and acetylcholine,^19^^,^^22^^,^^23^^,^^24^^,^^60^^,^^61^ which are crucial for promoting innate type 2 immunity and protective neural reflexes.^62^ Our use of Chat^cre^;tdTomato lineage-marked tissue confirmed CHAT expression in tracheal tuft cells, supporting their acetylcholine-producing capacity and aligning with previous work.^18^^,^^63^ While our *in silico* analysis indicated that both mucous-1 and mucous-2 cells localize predominantly to the *Dmbt1*-positive SMG compartment, our immunofluorescence data suggest that a subset of mucous-1 cells also resides in the tracheal surface epithelium, aligning with previous work.^8^ These findings underscore the extensive heterogeneity of epithelial cells across multiple upper airway compartments, emphasizing their roles in defending against environmental insults and maintaining homeostasis.

The extensive transcriptomic and cell diversity of the upper respiratory tract enables the epithelium to perform a range of functions, from forming physical barriers and initiating immune responses to repairing tissue damage and regulating inflammation. Our findings establish a region-specific specialization of epithelial diversity and a detailed cross-organ single-cell atlas along the pharyngolaryngeal-to-tracheobronchial axis, offering valuable insights into the diverse cell populations that maintain airway health and resilience.

### Limitations of the study

While our single-cell transcriptomic atlas of larynx and trachea epithelium provides unprecedented insights into airway cellular heterogeneity, several constraints warrant acknowledgment. The limited biological replication (8 mice yielding 3,617 cells) potentially restricts our ability to capture rare cell populations, such as ionocytes, which typically constitute <1% of airway epithelium. Furthermore, our technical design impedes robust pseudo-bulk statistical comparisons, potentially affecting the confidence intervals of our differential expression analyses. Our focus on healthy adult murine tissue, while establishing a critical baseline, necessarily constrains immediate translation to developmental trajectories or pathological states. These limitations present clear opportunities for future research. Expanding the dataset with greater biological replication would enhance statistical power for detecting subtle transcriptional signatures. Additionally, extending this atlas to include developmental timepoints and disease models would significantly amplify its translational impact, particularly for respiratory conditions affecting the upper airways. Ultimately, this work serves as a foundational resource that invites expansion across physiological states to fully capitalize on its potential for understanding airway biology and pathology.

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Dr. Xin Sun ().

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

Single cell RNA-seq data have been deposited at the Gene Expression Omnibus (GSE287495) and are publicly available as of the date of publication. All data generated supporting the findings of this study are available in the manuscript. Further information is available from the lead author upon reasonable request. This paper does not report original code.

## Acknowledgments

The authors thank Sun lab members for discussions. UCSD Microscopy Core was supported by NINDS-P30NS047101. This work was supported by grants NIH NHLBI R01 AT011676-01 (to X.S.), 1R01 HL160019-01 (to X.S.), and NIH NIDCD F32 DC021634-01 (to A.G.F.).

## Author contributions

Conceptualization: A.G.F. and X.S.; methodology: A.G.F.; investigation: A.G.F.; visualization: A.G.F.; funding acquisition: A.G.F. and X.S.; supervision: X.S.; writing – original draft: A.G.F.; writing – review and editing: A.G.F. and X.S.

## Declaration of interests

The authors declare no competing interests.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Rabbit, anti-KRT13	Abcam	Cat#ab92551; RRID: AB_2134681
Mouse, anti-KRT14	Millipore	Cat#CBL197; RRID: AB_2132747
Rabbit, anti-KRT17	Santa Cruz Biotechnology	Cat#sc-393002; RRID: AB_2893006
Rabbit-KRT6a	LS Bio	Cat#LS-B12036
Rabbit-KRT8	LS Bio	Cat#LS-B7928
Rabbit-KRT4	ThermoFisher	Cat#MA5-37810; RRID: AB_2897734
Rabbit-KRT5	Abcam	Cat#ab52635; RRID: AB_869890
Mouse-aSMA-FITC	Millipore Sigma	Cat#F3777; RRID: AB_476977
Mouse, anti-P63	Biomedical	Cat#CM-163-A; RRID: AB_10582730
Rabbit-MUC5B	Cloud-Clone Corp	Cat#PAA684Mu01
Rabbit-SNAP25	Sigma-Aldrich	Cat#S9684; RRID: AB_261576
Goat-GNAT3 (a-gustducin)	Aviva Systems Biology	Cat#OEAB00418
Mouse-TUJ1	Novus	Cat#BAM1195; RRID: AB_456859
Rabbit-AGR2	Cell Signaling Technology	Cat#13062S
Rabbit-Dclk1	Abcam	Cat#ab37991
Mouse-RFP	Abcam	Cat#ab125244; RRID: AB_10973556
Mouse-FOXJ1	eBioscience/Fisher	Cat#5013931
Mouse-Acetylated tubulin	Sigma	Cat#T7451; RRID: AB_609894
Rabbit-SCGB1A1	Abcam	Cat#ab213203; RRID: AB_2650558
Rat- SCGB3A2	R&D Systems	Cat#381707
Goat anti-Rabbit IgG Alexa Flour 488	ThermoFisher	Cat#A27034; RRID: AB_2536097
Goat anti-mouse IgG, Cy3^TM^	Jackson Immuno Research	Cat#115-166-003; RRID: AB_2338699
Goat anti-rat IgG, Cy3^TM^	Jackson Immuno Research	Cat#112-165-003; RRID: AB_2338240
BV510-conjugated anti-CD45	BioLegend	Cat#103138; RRID: AB_2563061
APC-FITC-conjugated anti-Epcam	BioLegend	Cat#118214; RRID: AB_1134102
PE-conjugated anti-CD31	BioLegend	Cat#102508; RRID: AB_312915
CD11b: Brilliant Violet 450	BioLegend	Cat#75-0112-U025; RRID: AB_2621936
Mm-Tmprss11a	Advanced Cell Diagnostics	Cat#1232761
Mm-Nkx2.1	Advanced Cell Diagnostics	Cat#434721
Mm-Nkx3.1	Advanced Cell Diagnostics	Cat#472111
Mm-Kcnj16	Advanced Cell Diagnostics	Cat#492481
Mm-Il1a	Advanced Cell Diagnostics	Cat#440398
Mm-Dmbt1	Advanced Cell Diagnostics	Cat#418561
Mm-Igfbp2	Advanced Cell Diagnostics	Cat#405951
Mm-Lpo	Advanced Cell Diagnostics	Cat#403521
Mm-Slc34a2	Advanced Cell Diagnostics	Cat#449311

**Chemicals, peptides, and recombinant proteins**		

Tamoxifen	Sigma-Aldrich	Cat#T-5648-1G
RPMI 1640 Medium	Thermo Scientific	Cat#11875093
1 mM HEPES	Life Technology	Cat#15630080
Dispase	Roche	Cat#4942086001
DNase I	Roche	Cat#11284932001
1 mM CaCl2	Sigma-Aldrich	Cat#21115
1 mM MgCl2	Sigma-Aldrich	Cat#20303M
Collagenase D	Roche	Cat#11088858001
RBC Lysis Buffer	BioLegend	Cat#420301

**Critical commercial assays**		

RNAscope® Multiplex Fluorescent Reagent Kit V2	Advanced Cell Diagnostics	Cat#323100

**Deposited data**		

Single cell RNA-seq data for mouse larynx/trachea	Gene Expression Omnibus	GSE287495

**Experimental models: Organisms/strains**		

Mouse: Wildtype C57BL/6J	Jackson laboratory	JAX: 000664
Mouse: Chat-cre	Jackson laboratory	JAX: 031661
Mouse: Rosa-lxl-tdTomato (Ai14)	Jackson laboratory	JAX: 007914
Mouse: Ascl1-creERT2	Jackson laboratory	JAX: 012882

**Software and algorithms**		

RStudio (v2024.12.1 + 563)	RStudio Team	http://www.rstudio.com/
R (v4.5.0)	R Core Team	https://www.R-project.org/
Cell Ranger (v3.0.2)	10x Genomics	https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/what-is-cell-ranger

### Experimental model and study participant details

All experimental procedures were performed in the American Association for Accreditation of Laboratory Animal Care (AAALAC)-certified laboratory animal facility at the University of California, San Diego (UCSD). All animal husbandry and experiments were conducted under approved Institutional Animal Care and Use Committee (IACUC) guidelines. Wild-type C57BL/6 (JAX 000664)*, Ascl1*^*CreERT2*^ (JAX 012882), *Rosa*^*lxl-tdTomato*^ (*Ai14*, JAX 007914), and *Chat*^*cre*^ (JAX 031661) lines were purchased from the Jackson lab. All the *cre* lines we used in this study were kept in C57BL/6 background. All *cre* driver lines in heterozygous form are viable and fertile, and no abnormal phenotypes were detected. Both male and female mice were used in the experiment. Adult mice were 8–10 weeks of age for all experiments.

### Method details

#### Tissue collection and immunofluorescence staining

Mice were euthanized by CO2 inhalation followed by transcardial perfusion with PBS to remove circulating blood. The larynx-trachea was isolated and fixed overnight in 1%PFA or immediately embedded in OCT, flash frozen using 2-Methylbutane and liquid nitrogen and stored at −80°C. Using a cryostat, the larynx-trachea was then sectioned (12 μm) and stored at −20°C. Unfixed tissue was then washed in PBS for 5 min to remove OCT, heated to boiling in 10 mM citrate buffer (pH 9) for antigen retrieval and treated with 0.5% Triton X-100 in PBS for 15min. All sections were processed for immunostaining following a standard protocol.^27^ *Ascl1* recombination was induced via Tamoxifen IP administration with dose of 100 mg/kg for three consecutive days. All primary and secondary antibodies used are listed in Table S6. Primary antibodies were applied overnight at 4°C, while secondary antibodies were applied for 1h at room temperature. Sections were incubated with DAPI (1:1,000 ratio) for 10 min at RT. Slides were mounted and coverslipped with Prolong Diamond mounting media (Fisher P36970), cured flat at room temperature in the dark for 24 h, and stored at 4°C. Each experiment was replicated at least twice for all timepoints and targets assessed.

#### RNAscope *in situ* hybridization

All staining procedures were performed using the RNAscope Fluorescent Multiplex Kit V2 (Advanced Cell Diagnostics, no. 323100) following the manufacturer’s instructions. The following probes from Advanced Cell Diagnostics were used: Mm-*Tmprss11a* (no. 1232761), Mm-*Nkx2.1* (no. 434721), Mm-*Nkx3.1* (no. 472111), Mm-*Dmbt1* (no. 418561), Mm-*Igfbp2* (no. 405951), Mm-*Lpo* (no. 403521), Mm-*Slc34a2* (no. 449311), Mm-*Il1a* (no. 440398), Mm-*Kcnj16* (no. 492481).

#### Tissue processing and flow cytometry

Tissue spanning from the lower pharynx and larynx, beginning at the base of the tongue and tip of the epiglottis and extending distally to the tracheobronchial carina (larynx-trachea), was mechanically dissociated by finely mincing with razor blades in solution containing 5 mL of RPMI 1640 (Thermo Scientific) with 10% fetal bovine serum, 1 mM HEPES (Life Technology), 1 mM MgCl_2_ (Life Technology), 1 mM CaCl_2_ (Sigma), 0.5 mg mL^−1^ collagenase D and type I/dispase (Roche), and 0.25 mg DNase I (Roche). Minced tissue was then digested by shaking at around 150 rpm for 30 min at 37°C. Following incubation, upper airway pieces were mechanically dissociated further by straining through a MACS 70 μm filter. Red blood cells were removed by the addition of 1 mL of RBC lysis buffer (BioLegend) to each tube and incubation at room temperature for 1 min. Single-cell suspensions were pelleted (1,500 rpm, 4°C, 5 min), counted with a hemocytometer and diluted to around 1 × 10^6^ cells ml^−1^. Diluted cells were stained with Fc blocking antibody (5 mg mL^−1^, BD). To isolate epithelial lineage, cells were then incubated with the following specific surface marker antibodies: (Immune) 1:1,000 BV510-conjugated anti-CD45 (BioLegend, no. 103138), (Epithelial) 1:1,000 APC-FITC-conjugated anti-Epcam (BioLegend, no. 118214), and (Endothelial) 1:1,000 PE-conjugated anti-CD31 (BioLegend, no. 102508). Cells were then stained using live/dead dye (CD11b: Brilliant Violet 450, BioLegend, cat#75-0112-U025) before being resuspended in 2% FBS +1:2,000 DAPI. All FACS sorting was done on a BD FACSAria Fusion Sorter (BD Biosciences) analyzer with three lasers (405, 488 and 640 nm) at the Flow Cytometry Core at VA San Diego Health Care System and San Diego Veterans Medical Research Foundation. All data were further analyzed and plotted with FlowJo software (Tree Star).

### Quantification and statistical analysis

Data quality control, normalization, variable genes selection, principal component analysis (PCA), uniform manifold approximation and projection (UMAP), and differential gene expression testing were conducted using the Seurat (v4.0.5) pipeline.^64^^,^^65^

#### Preprocessing of 10X chromium scRNAseq data

Single cells were processed into complementary DNA libraries using Chromium Single Cell 3′ v3 kit (10X Genomics, Pleasanton, CA) and sequencing was carried out on the NovaSeq (Illumina) platform. The CellRanger software package from 10X Genomics (v3.0.2) was used to align raw reads onto the mouse reference genome (GRCm38) and generate single-cell gene barcode matrices. CellBender (v0.3.0)^66^ was then used to remove technical artifacts and ambient RNA to produce improved estimates of gene expression. To ensure the exclusion of potential thyroid epithelial contamination, we manually removed the thyroid gland during sample preparation and computationally filtered clusters expressing thyroid-specific genes (*Folr1, Tg, Foxe1*) from our dataset. Single cells below 15% mitochondrial reads and between 200 and 7,500 unique genes were considered high-quality cells and were filtered for further analyses. Additional filtering included a minimum UMI cutoff of 2 and minimum cell count cutoff of 10. LogNormalize global-scaling normalization method was applied with regressing variables cell cycle, S.Score, G2M.Score, and mitochondrial RNA level to remove confounding effect on downstream clustering. In addition, DoubletFinder (v2.0)^67^ was used to remove doublets and LogNormalize was again used to normalize feature expression.

#### Dimensionality reduction using PCA and UMAP

Selection of variable genes was implemented with the function *FindVariableFeatures* with method = “vst.” The top 3,000 highly variable genes were centered and scaled with function *ScaleData*. The first 50 PCs were calculated via function *RunPCA*, after which the function *RunUMAP* was applied to generate UMAP embeddings for 2-dimensional visualization.

#### Integration, clustering, and downstream analysis

CCA^68^ was used to integrate dataset across two experimental batches for a total of *n* = 8 mice (4 males, 4 females). In total 3,617 epithelial single cells were recovered for analysis. To determine dimensions for optimized clustering, we evaluated the optimal cutoff using an elbow plot and settled on using the first 50 principal components for clustering and projection with UMAP. Clustering resolutions was set to 0.8 (Seurat default), resulting in 19 interim clusters representing potential unique cell populations. Following manual inspection of top markers, we combined several clusters with shared markers to ensure that annotated clusters would show unique transcriptional profiles, resulting in 18 distinct clusters. For rigorous definition of marker genes in each cluster, we performed unsupervised and supervised analysis to screen each cluster’s top marker genes (*FindAllMarkers*) using ViolinPlot, FeaturePlot and DotPlot. To complement the default *FindAllMarkers* “Wilcoxon rank-sum test,” we utilized a “Model-based analysis of single-cell transcriptomics (MAST) test” that is particularly well-suited for single-cell data because it uses a hurdle model to account for both the dropout rate (the probability that a gene is not detected in a cell) and the continuous expression level among cells that do express the gene. Cell clusters were referenced against available literature.^8^^,^^13^^,^^16^ Cell clusters were validated with RNAscope and immunofluorescence staining (see main figures). We present a list of the top 200 differentially expressed marker genes for all cell clusters, analyzed using both Wilcoxon and MAST tests, in Table S3. Using FDR-corrected Fisher’s combined *p*-value <0.001 and a minimum avg_log2FC of 2.0, we identified the top 100 genes per cluster, listed in Table S1. High-throughput sequence data is available at GEO. Once exclusively differentially expressed genes were identified, we performed tests of enrichment using Gene Ontology (GO) annotations utilizing Enrichr (v2024)^69^ as previously described.^70^

# Supplementary material for: Cellular heterogeneity and patterning strategies as revealed by upper respiratory epithelium single cell atlas
**Source:** iScience. 2025 Jun 7;28(7):112845. doi: 10.1016/j.isci.2025.112845
**Supplement:** Document S1. Figures S1–S6

**iScience, Volume 28**

**Supplemental information**

**Cellular heterogeneity and patterning  
strategies as revealed by upper respiratory  
epithelium single cell atlas**

**Alexander G. Foote and Xin Sun**

Supplementary figures, tables, and legends

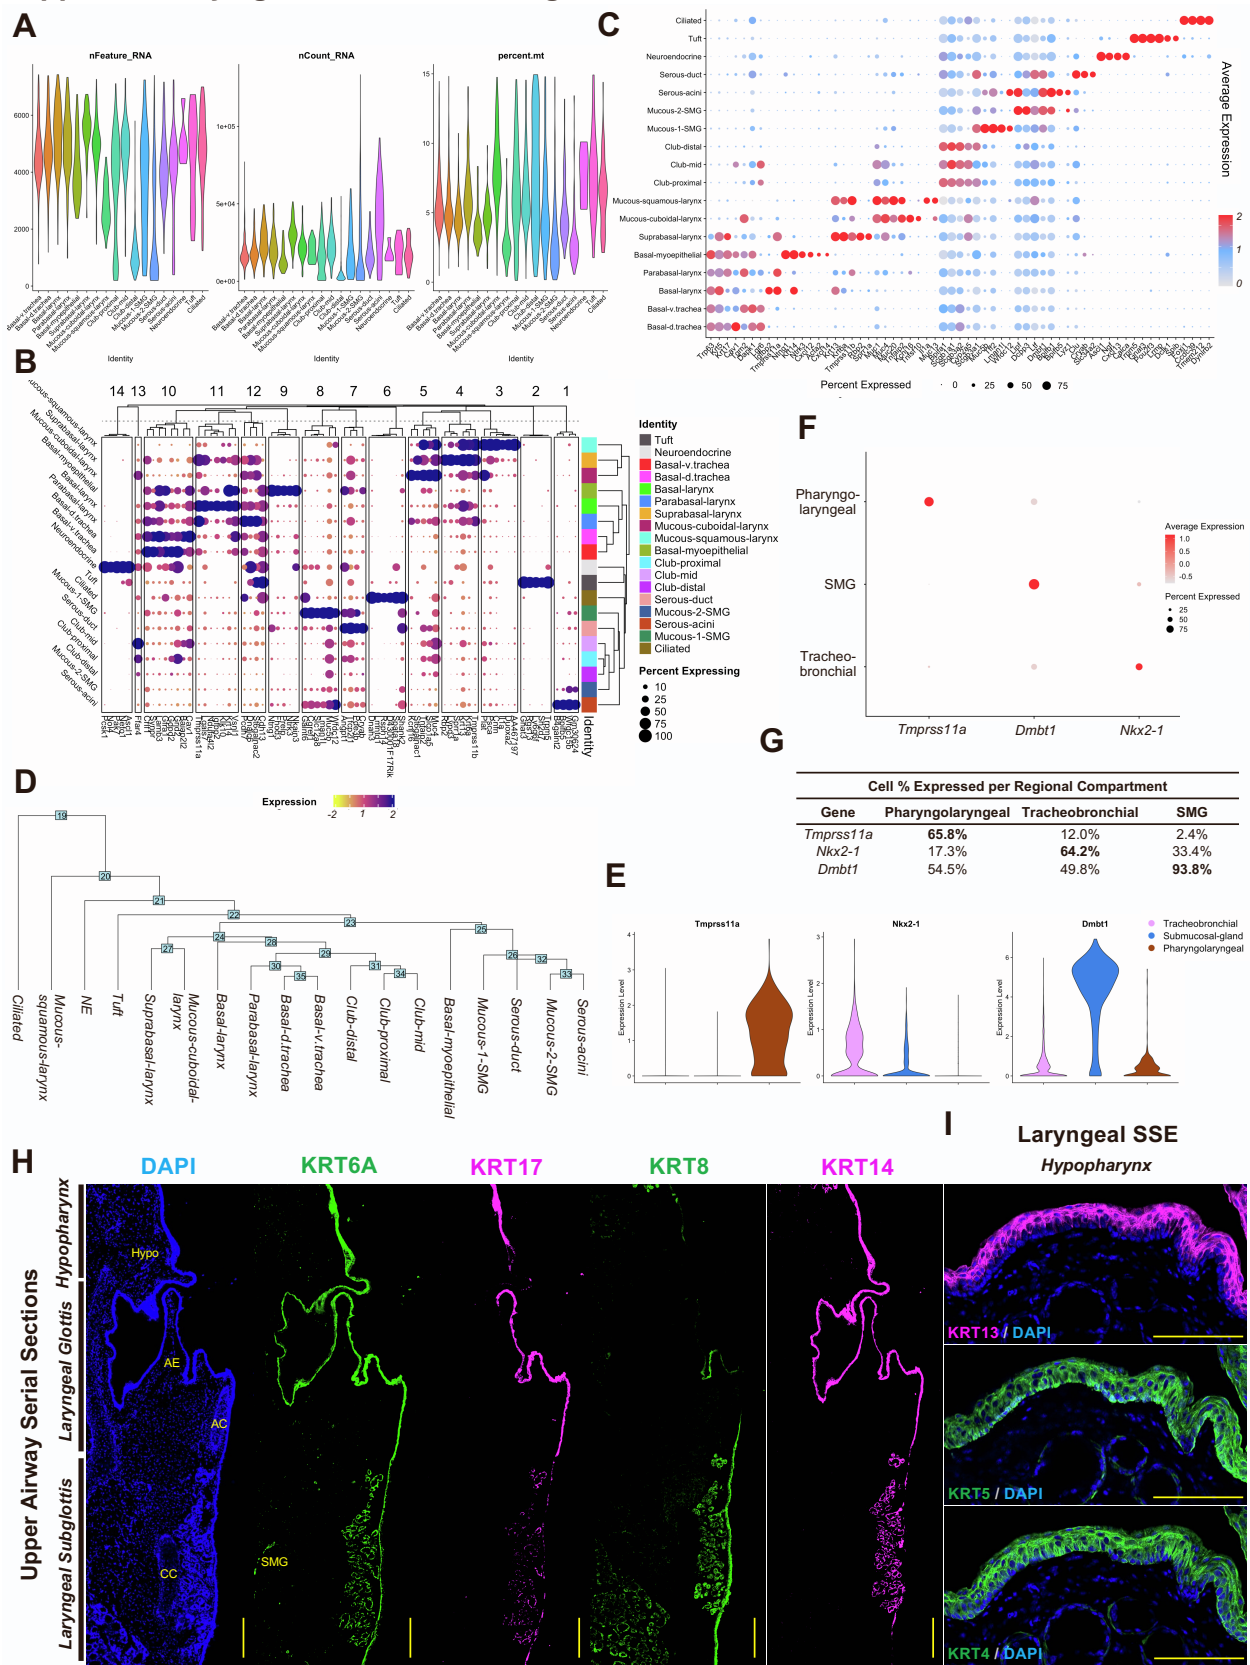

**Figure S1. Comprehensive Analysis of Airway scRNAseq Dataset and Regional Marker Expression.**

- A.** Quality control data including nFeature RNA (the number of genes detected in each cell), nCount RNA (the total number of molecules detected within a cell) and mitochondrial percentage of our integrated airway scRNAseq dataset.
- B.** Unsupervised clustering with Seurat default package for cell type annotation.
- C.** Supervised clustering exhibiting top known gene markers for cell type annotation.
- D.** Dendrogram displaying hierarchical relationships between clusters of cells using 'PlotClusterTree' Seurat package.
- E.** Top differentially expressed gene markers establishing macro-anatomical regional specificity.
- F.** Dot plot displaying both percent of cells expressing each marker and average expression level per regional compartment.
- G.** Calculation of the percentage of cells expressing unique transcript markers within each regional compartment.
- H.** Immunofluorescence of upper airway coronal serial sections in split-channel view indicating Keratins differential regional expression.
- I.** KRT4, KRT5 and KRT13 basal-to-luminal expression pattern in SSE of the hypopharynx. DAPI is in blue. Images are 20X magnification. Scale bar represents 100µm (I) and 500µm (H). AE aryepiglottis, AC arytenoid cartilage, CC cricoid cartilage, SMG submucosal gland.

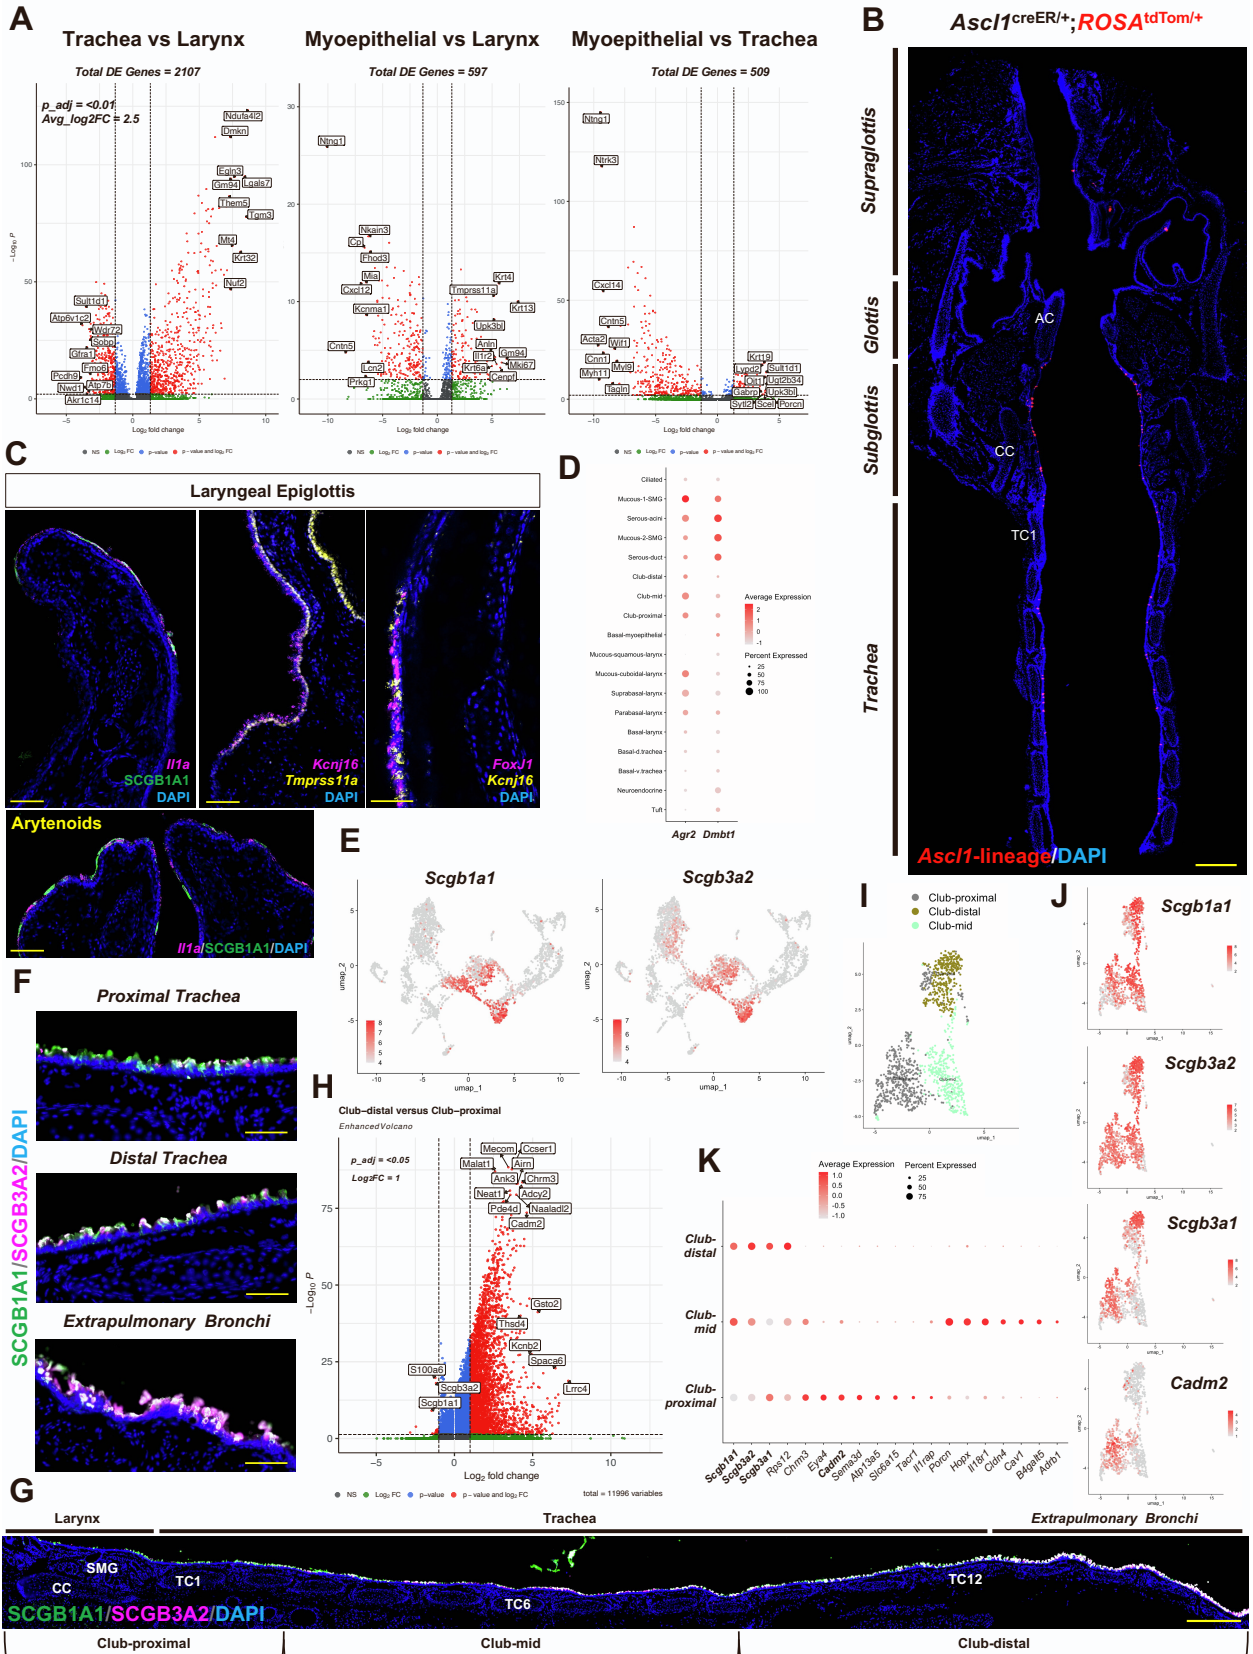

**Figure S2. Differential Gene Expression and Regional Profiling of Airway Cell Subsets.**

- A.** Volcano plot exhibiting differential gene (DE) expression of basal cell populations.
- B.** 20X coronal immunofluorescent section from *Ascl1*<sup>creERi/+</sup>; *ROSA*<sup>tdTom/+</sup> reporter murine tissue exhibiting *Ascl1*+lineage marked neuroendocrine cells (red) of the upper airway.
- C.** Mucous-producing cells in pharyngolaryngeal epithelium exhibiting *Il1a* or *Kcnj16* expression.
- D.** Dot plot displaying *Agr2* enrichment in Mucous-1-SMG cells, alongside *Dmbt1* expression.
- E.** Feature plot exhibiting cell specific expression of *Scgb1a1* and *Scgb3a2* transcripts.
- F.** Immunofluorescence exhibiting increased abundance and expression of SCGB1A1+ and SCGB3A2+ proteins in distal and extrapulmonary bronchi.
- G.** 20X coronal immunofluorescent section exhibiting *Scgb1a1* and *Scgb3a2* expression along the proximal-to-distal airway axis
- H.** Pairwise DE analysis of club-proximal versus club-distal exhibiting increased *Scgb1a1* and *Scgb3a2* expression to distal airway club cells.
- I.** Integrated UMAP of club cell subset.
- J.** Feature plot exhibiting cell specific expression *Scgb1a1*, *Scgb3a2*, *Scgb3a1*, and *Cadm2* transcripts from our club cell subsetted scRNAseq dataset.
- K.** DotPlot showing top DE genes associated with functional enrichment analysis. DAPI is in blue. Images are 20X magnification. Scale bar represents 100µm (C,F) and 500µm (B,G). AC arytenoid cartilage, CC cricoid cartilage, TC tracheal cartilage, SMG submucosal gland.

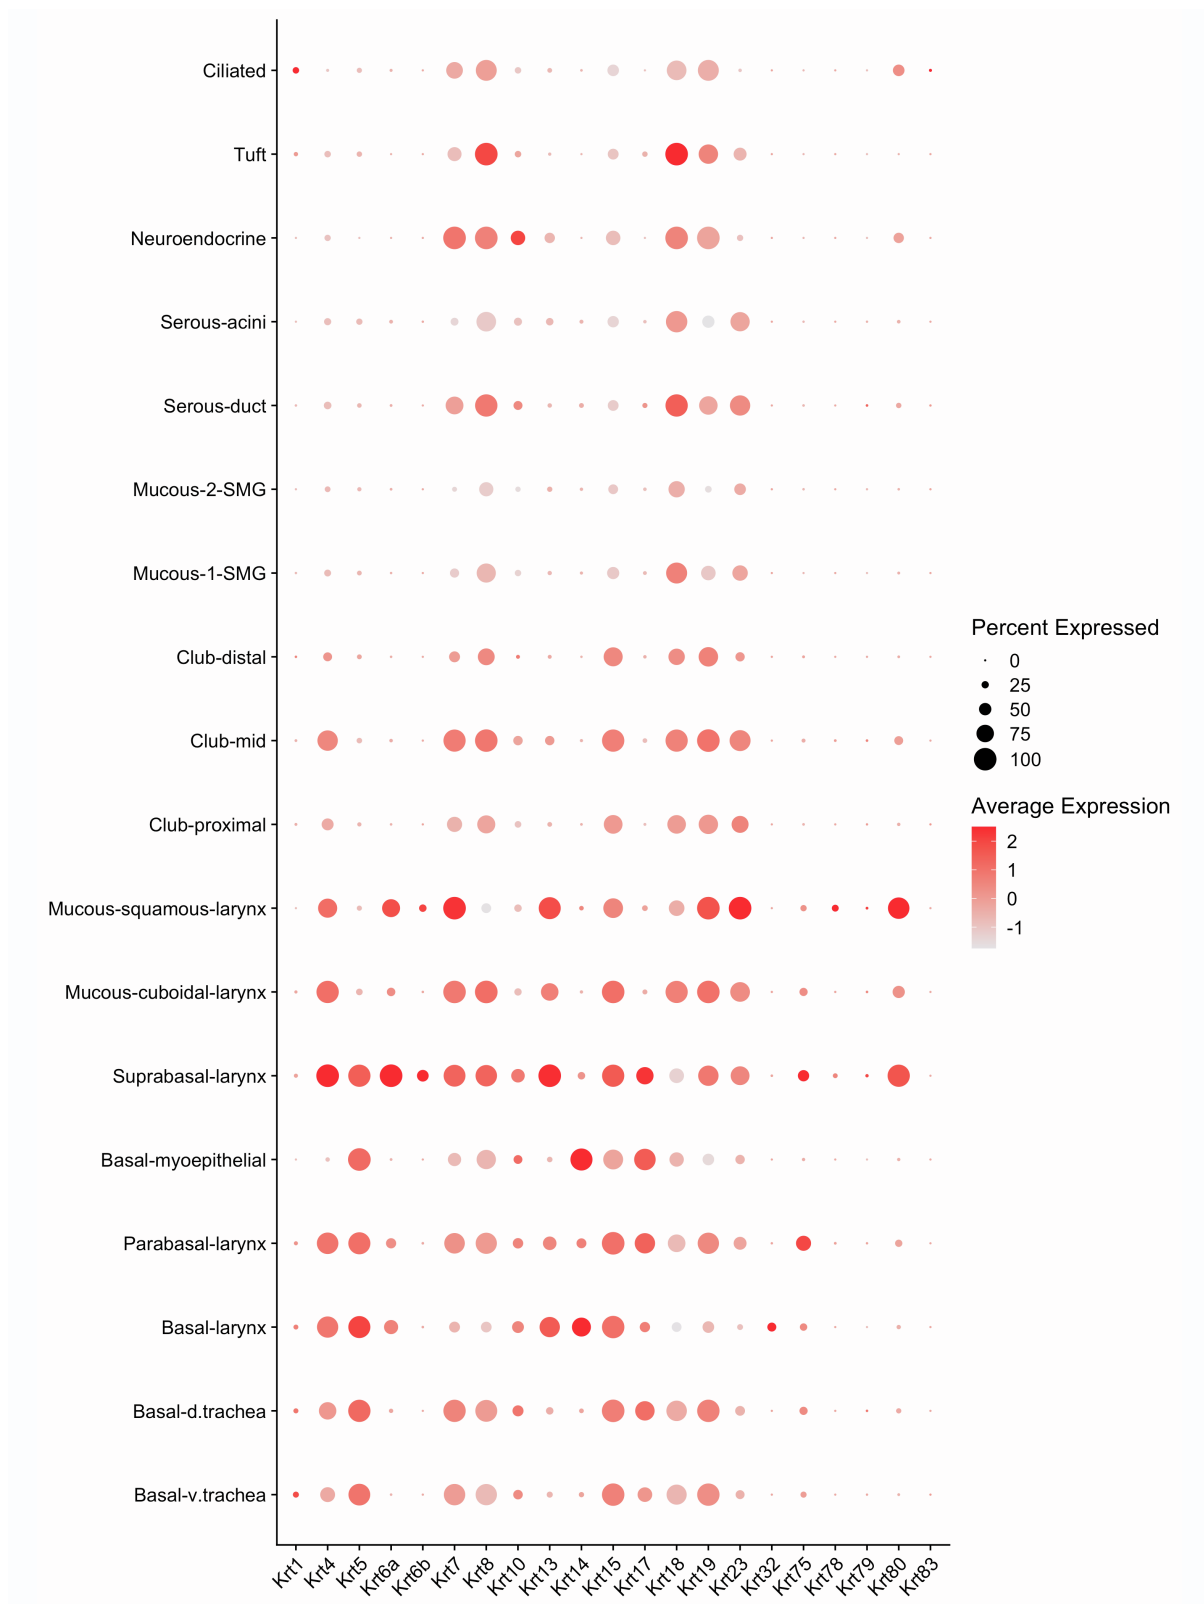

**Figure S3. DotPlot exhibiting comprehensive profiling of Keratin diversity across all epithelial cell types in our integrated scRNAseq dataset.**

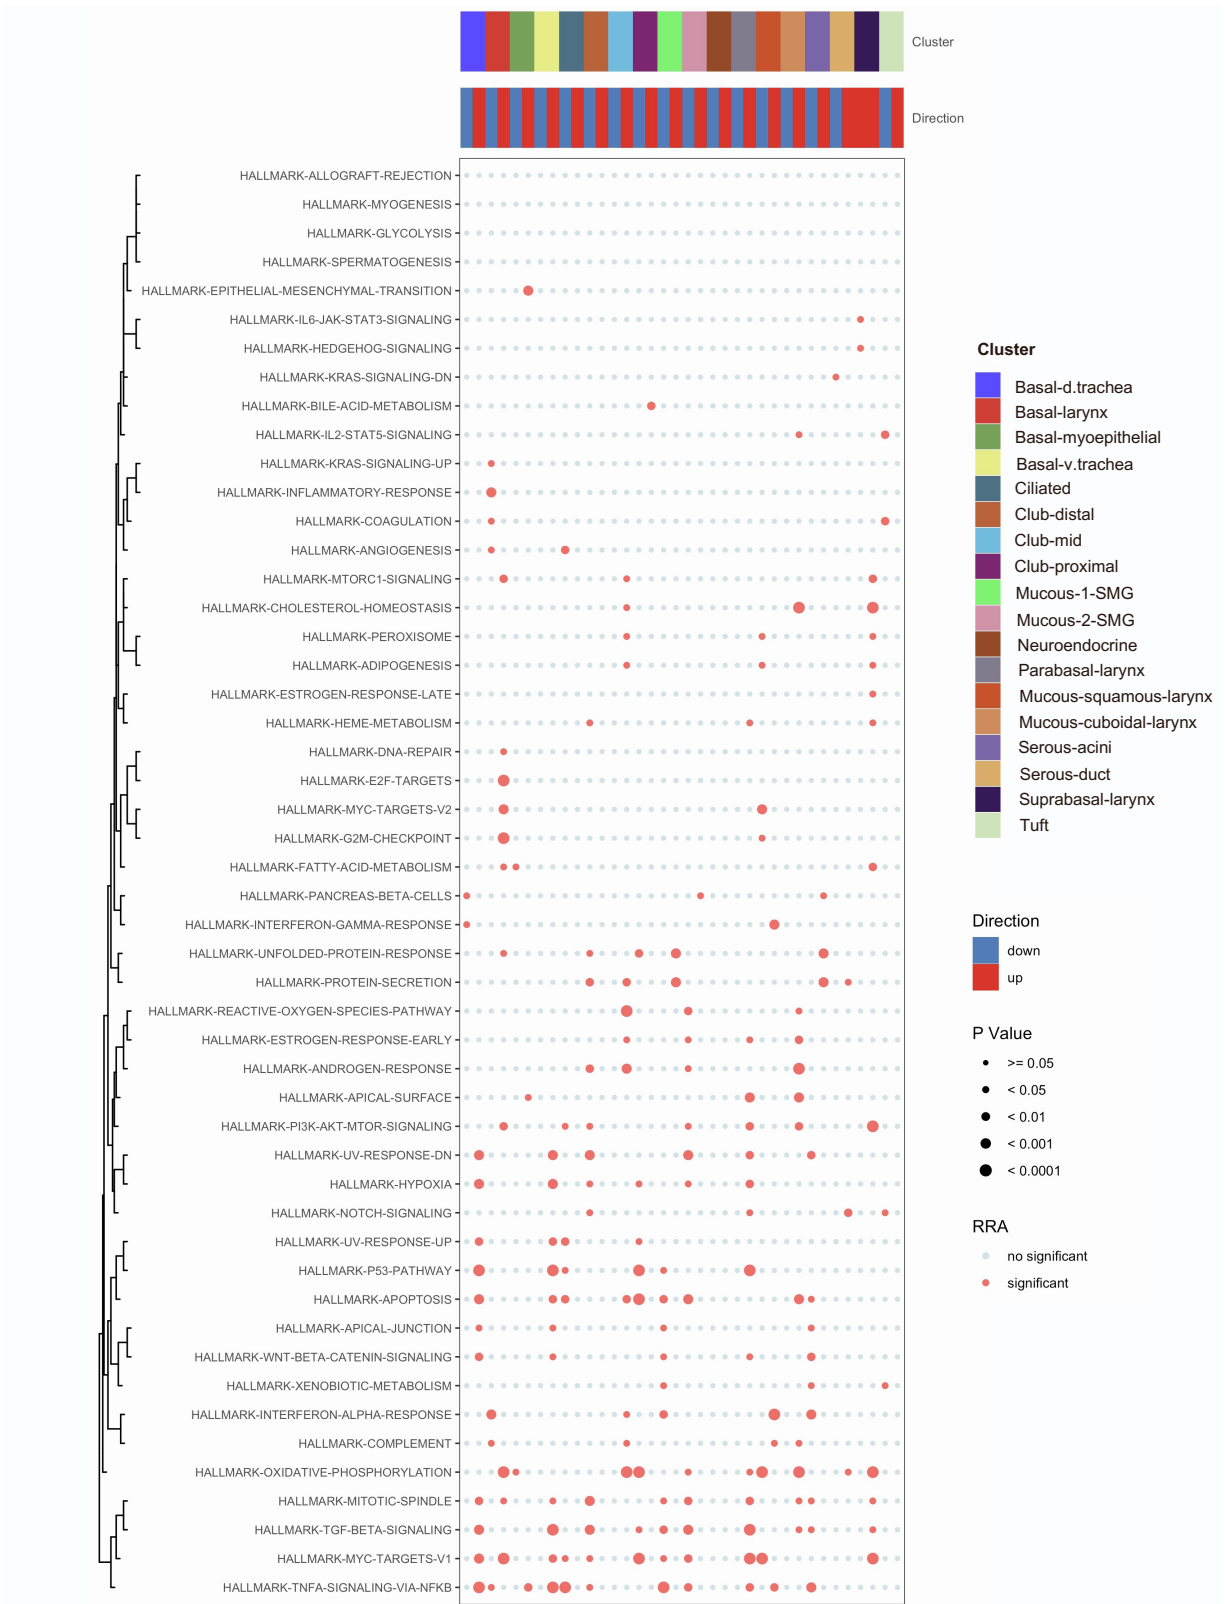

**Figure S4. irGSEA hallmark pathways analysis of differentially expressed (DE) genes across all epithelial cell types in our integrated scRNAseq dataset.**

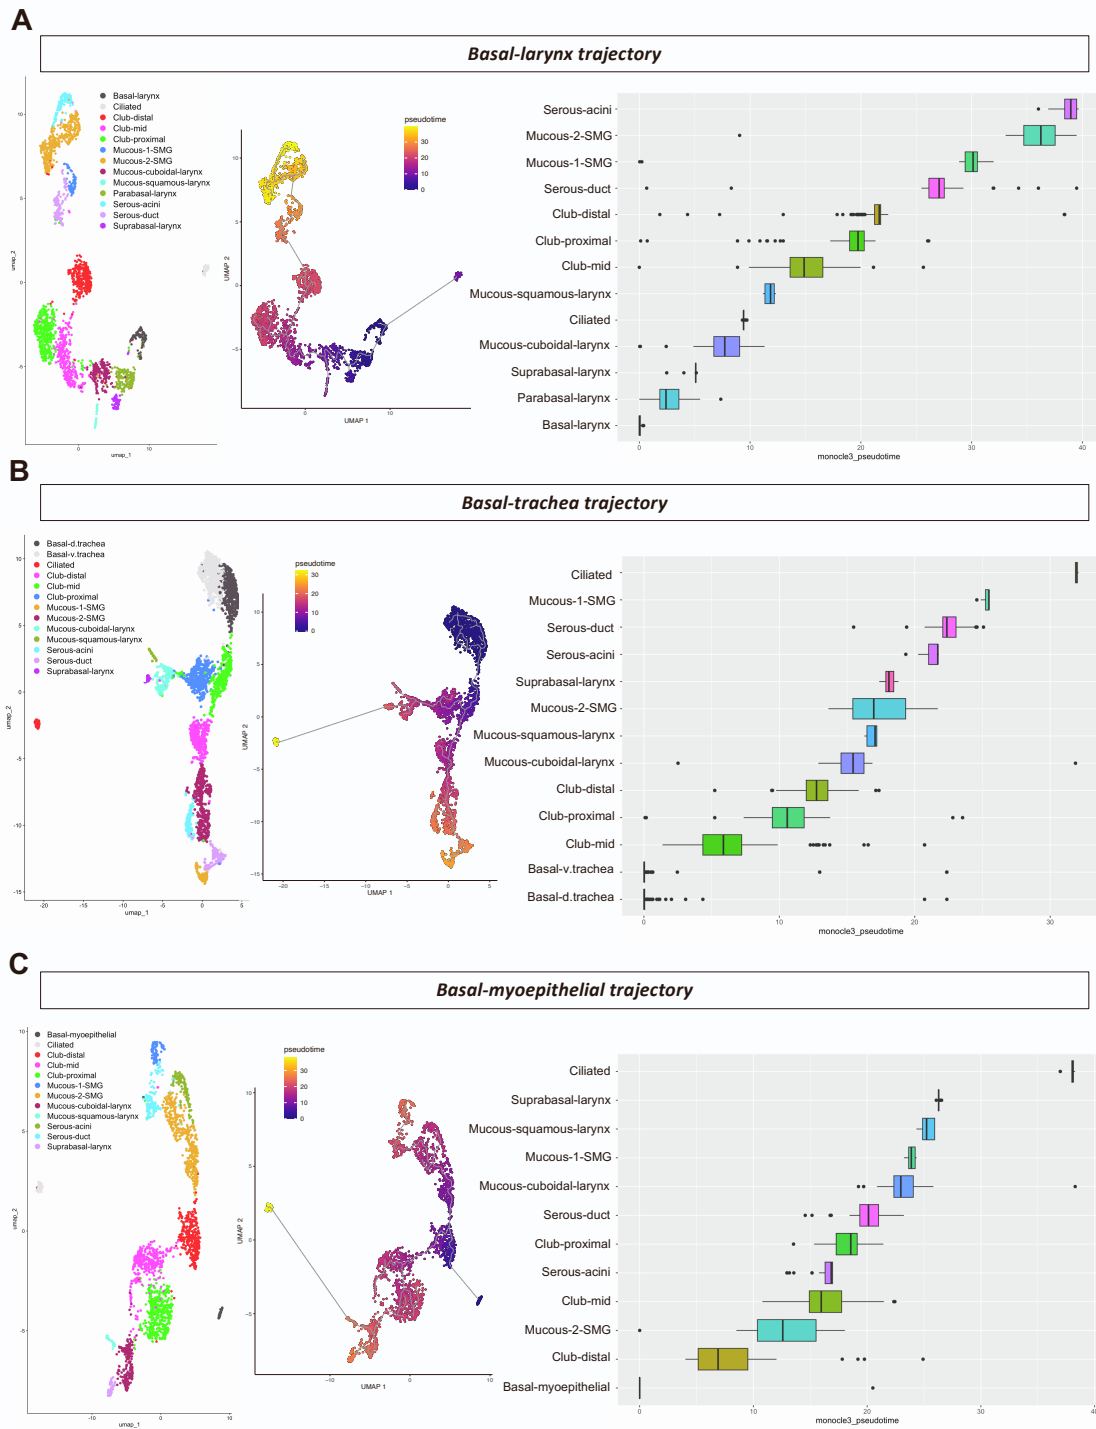

**Figure S5. Trajectory Mapping of Upper Airway Basal Cell Subsets Using Monocle 3.** Subset UMAP plots of integrated scRNAseq dataset from upper airway, analyzed with Monocle 3 trajectory mapping and pseudotime boxplots, displaying (A) basal-larynx, (B) basal-trachea, and (C) basal-myoeipithelial cell origins.

## Submucosal Glands

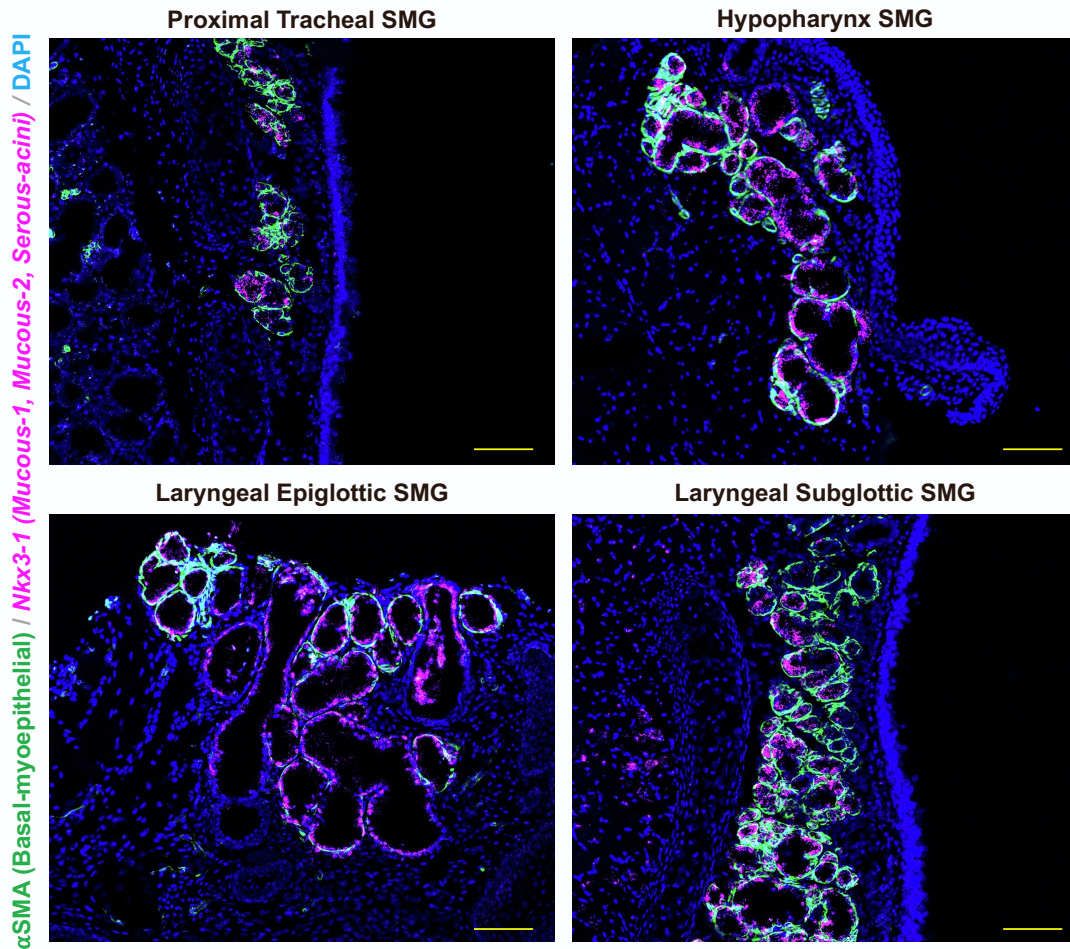

**Figure S6. Conserved Protein Expression Patterns in Glandular Regions via Immunostaining.**

Additional immunostaining for *Nkx3-1* (Mucous-1, Mucous-2, Serous-duct) and  $\alpha$ SMA (Basal-myoepithelial) demonstrating conserved protein expression patterns across all glandular regions. Images are 20X magnification. Scale bar represents 100 $\mu$ m. SMG submucosal gland.

How the deposited data were processed for this re-analysis (not part of the article)

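The study measured RNA in single cells of the upper airway of wild-type mice, in 2 droplet libraries called replicate 1 and replicate 2. They are the 2 experimental batches that the methods integrate, and which animals went into which is not stated in the text. The authors made the deposited counts with Cell Ranger, as the file headers state, and each matrix holds raw UMI counts per gene and barcode with no normalization. The header names Cell Ranger 3.0.2 for replicate 1 and 7.1.0 for replicate 2. Replicate 1 lists 31054 features, one more than the 31053 of replicate 2, namely a tdTomato sequence with 0 UMIs. The matrices precede the removal of ambient RNA and doublets that the methods describe.

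Barcodes were kept with 200 to 7500 genes and under 15% mitochondrial UMIs. The sample labels word the mitochondrial limit as above 15%, which 1011 and 819 barcodes meet (993 and 706 together with the limits on genes), and the wording of the methods was followed. Scrublet (scanpy 1.11.5) scored doublets, and the highest-scoring cells were removed up to 0.8% per 1000 cells. Scrublet's own threshold would mark 0.221% and 1.27%, against the 2.17% and 4.66% removed. Seurat 5.3.0 (R 4.3.3) normalized the counts, chose 3000 variable genes, integrated the libraries by CCA over 30 dimensions, regressed out cell cycle scores and mitochondrial share, and clustered 50 components at a resolution of 0.8. The airway cells were then integrated and clustered again on their own, and each cluster was divided at a resolution of 0.5, up to 2 times.

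Clusters were named from 30 marker lists. The 18 lists of the paper's classes hold up to 12 genes each from Table S1, which the study picked from these libraries, and the others come from general knowledge of airway, ionocyte, thyroid and other cells. A list named a cluster when at least 3 of its genes and 50% of them were higher there and seen in at least 10% of its cells. A sub-cluster kept the name of its cluster when at least 3 of that list's genes were, and took another name only when 75% of the other list were and the 2 were not both club classes or both tracheal basal classes. After the clusters were seen, a rule was added that withdraws the name of a sub-cluster whose 10 leading genes hold at least 2 markers of another class and more than of its own. The same holds for a shallow sub-cluster with none of its own. Pseudotime was computed with scanpy's diffusion pseudotime on 15 neighbours and 15 components.

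Shares of cells carry Wilson 95% intervals and depend on depth, so each cell was also thinned to 2000 UMIs. Class depth ran from a median of 2292 UMIs in club-distal-like cells of replicate 1 to 36699.5 in serous-acini-like cells of replicate 2, and the summed counts of a class from 75404 to 7027541 UMIs. A gene at 0 is thus limited to 3 counts of such a sum. A share of 0 is given with the limit of 3 cells of the total in place of a Wilson interval, which limits cells with a UMI and not cells that express the gene.

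Sums per library and class were tested with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood fit, Benjamini-Hochberg adjustment), with DESeq2 1.42.0 as an alternative and camera and fry of limma 3.58.1 for the 2 gene sets, with p adjusted over the 2. The basal, club, dorsal-ventral and all-class comparisons each share 1 estimate of the spread among their classes. A comparison of 2 classes in 2 libraries has too few arrangements for a permutation test to reach 0.05. The p values of edgeR rest on its model in every comparison. Without a block, the biological coefficient of variation was 0.398 for the basal fit, 0.363 for the club fit, 0.401 for the dorsal-ventral fit and 0.377 over 16 classes. With the library as a block it was 0.140, 0.134, 0.118 and 0.140. The deviations of classes from their own means correlated between classes of a library by 0.722 in the basal fit, by a median of 0.264 (0.246 to 0.794) in the club fit and by a median of 0.415 over 120 pairs of classes. The fit without a block had been set as the main one and was kept, and the values with it are given beside it.

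The tests were checked on simulated counts with 200 changed genes in each of 3 draws. With libraries simulated alike, the fit without a block recovered 96.7% of the changed genes in the basal comparison, 100% in the club comparison and 100% in the dorsal-ventral comparison. With the libraries' own difference kept, it recovered 0%, 67.5% and 70.5%.

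The genes named in the text are all genes that the paper names for a class of its single-cell data, with the keratins of Figure S3, and any gene past the limits of a comparison and changed alike in both libraries, up to 10 by size of change. A few of the genes that the paper names are not reported here, though the tallies of tests and shares include them. The paper's supplementary values had been seen when this rule was set. The alternatives tried were DESeq2, no low-count filter, the library as a block, each library alone, clustering with the named genes kept in, a resolution of 1.5, no doublet removal, a minimum of 500 genes, a fold of 2.5 in place of its log2, all classes in 1 fit, and mucous-cuboidal-larynx-like cells as tracheobronchial. Left out were CellBender, DoubletFinder, Monocle 3 and the enrichment of ontology terms, as well as all imaging. Analyses used python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and anndata 0.12.19.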

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

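The co-occurrence test below was set before its result was seen, while the comparison of doublet scores and of class sizes between clusterings was chosen after it. The paper reports that ionocytes were not detected, yet 34 cells (12 and 22 by library) fall in a cluster that the ionocyte marker list names, a signal in cells that the paper does not report on. If ionocytes were among the barcodes, Foxi1 would be found in a cell with other ionocyte markers more often than in cells of like depth. Of 13 kept cells with Foxi1, 10 also held at least 2 of the 8 others, with 4 against a mean of 0.243 in matched draws in replicate 1 and 6 against 0.575 in replicate 2. This could have come out otherwise, and what it shows is that a few cells with ionocyte transcripts may be present. It does not show that the whole cluster is made of them, since only 4 and 3 cells with Foxi1 lie in it and it is also high in genes of other classes, such as Scgb3a1, Muc5b and Tff2.

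The size of the cluster depends on the clustering. It held 34 cells at a resolution of 1.5, 12 with the named genes kept in, 5 without doublet removal and 0 with a minimum of 500 genes, where no cluster took the name. Among technical explanations, doublets with secretory cells stay open. The median doublet score of the cells was 0.0598 and 0.0553 against 0.0399 and 0.0232 in all kept cells, and 1 and 6 of them exceeded the 95th percentile. Raised scores are not particular to this cluster, since serous-duct-like cells had 0.0988 and 0.0336, with 10 of 20 and 9 of 86 above it. Free RNA of the secretory classes was not removed. Scgb3a1 was higher in this cluster than in every other named class in both libraries. It was not compared with the sub-clusters that lost the club-proximal name, some of which have Scgb3a1 among their 10 leading genes. Muc5b and Tff2 stayed below mucous-1-SMG-like cells. Doublets and free RNA thus stay open for each of these genes. Apart from the co-occurrence above, no biological explanation was tested.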

How the results depend on the processing

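The results with classes of at least 5 cells, the block joined with another setting, the settings that keep, rename or leave out sub-clusters, and the rule of the main classes that withdraws the names of some sub-clusters were chosen only after the result was seen, and all other settings before the data were examined. The counts of genes depend on the processing more than any other result. Between basal-larynx-like and basal-trachea-like cells, 0 genes passed in edgeR without a block (1948 at an unadjusted p below 0.05). There were 389 in DESeq2, 554 with no low-count filter, 565 with the block, 304 with all classes in 1 fit, 1419 with the block and a fold of 2.5, 545 with the block and all classes in 1 fit and 765 with the block and the cycling sub-cluster left out. With the block most were higher in basal-larynx-like cells (379 against 186), while at a fold of 2.5 (639 against 780) and without that sub-cluster (304 against 461) most were lower. Without the block, 0 passed in that last setting, at a fold of 2.5 and in each of the 4 other clusterings. Between club-distal-like and club-proximal-like cells the 0 genes of edgeR (1183 at an unadjusted p below 0.05) became 98 in DESeq2, 464 with no filter, 1141 with the block, 7 in 1 fit and 983 in 1 fit with the block. With the block they became 915 when sub-clusters led by another class's markers were kept and 224 when sub-clusters were named on their own. Between the dorsal and ventral tracheal classes the 0 of edgeR (394 unadjusted) became 65, 181 and 997 in DESeq2, with no filter and with the block, and 0 and 979 when sub-clusters were named on their own, without and with the block. For basal-myoepithelial-like cells the 0 genes against basal-larynx-like cells (1939 unadjusted) became 247 in DESeq2, 603 with no filter, 568 with the block, 189 in 1 fit and 1072 with the block and a fold of 2.5. The 0 against basal-trachea-like cells (947 unadjusted) became 118, 319, 244, 41 and 444. The correlated deviations and simulated counts under other observations bear on the block. For the other settings the cause was not tested. With 1 library left out a count has no value.

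The compartment contrasts of Tmprss11a, Nkx2-1 and Dmbt1 kept their direction and stayed past an adjusted p of 0.05 under every alternative with a test. Nkx2-1 was lowest with mucous-cuboidal-larynx-like cells as tracheobronchial, at 1.31 (adjusted p = 0.0011; lowest over its alternatives 4.9e-19). Without replicate 1 the 3 values were 5.70, 2.30 and 7.74, and without replicate 2 they were 4.07, 1.87 and 10.12. The share of pharyngolaryngeal cells with Tmprss11a moved to 32.0% thinned and to 79.5% with mucous-cuboidal-larynx-like cells as tracheobronchial, a change that leaves out cells with little of it, and that of Nkx2-1 to 18.3% thinned, as thinning takes UMIs away. The mean of 2 libraries cannot move by over 1 SD when either is left out, so leaving one out says nothing about the stability of a share. At a limit of 5% of the cells, a stricter one, 20 keratins were detected.

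The cell cycle set kept its direction and its call under camera in each setting, with means from 3.12 without the cycling sub-cluster (3.05 with the block as well) to 3.81 apart from the single libraries. The ribosomal protein set kept its direction, with a mean of 0.28 when sub-clusters were named on their own, 0.36 without replicate 2 and 1.22 without replicate 1, and under fry it reached an adjusted p below 0.05 only with all classes in 1 fit (0.031). The block changed no call of the compartment contrasts, of the sets or of the tests of a class against all others.

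Of the 12 of 21 named basal genes past an adjusted p of 0.05, 6 were no longer past it without the cycling sub-cluster, where 4 others were, and 21 of all were past it with the block, 19 in DESeq2 and 21 with no filter. Among 25 named club genes 1 passed in edgeR, 22 with the block, 6 in DESeq2 and 15 with no filter. Among 30 tests of genes of basal-myoepithelial-like cells 3 passed, 29 with the block and 21 in DESeq2. Of the 30 tests of a class against all others, 29 stayed past in DESeq2, which lost Cadm2, and all 30 under the other settings with a test. The sign of the fold change differed in 1 result only, Tmprss11a in parabasal-larynx-like against suprabasal-larynx-like cells. It was -0.00379 without replicate 1, which is in effect no difference, and 1.37 without replicate 2, where 1 library is left.

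Of 25 shares of classes and groups, 9 moved with a minimum of 500 genes, 5 with no doublet removal, 4 with the named genes kept in and 2 at a resolution of 1.5. Of 16 shares of rare cells with a UMI, 12 moved on thinning. Pseudotime ranks moved for 4 and 8 of 13 classes from the basal-larynx-like root without replicate 1 and without replicate 2, for 5 and 7 of 9 from the basal-trachea-like root and for 3 and 6 of 9 from the basal-myoepithelial-like root. Depth limits the club-distal-like cells, the class with the lowest median depth, and genes with few UMIs in replicate 1. Thinning left out 26 and 14 club-distal-like cells, and 18 and 108 mucous-2-SMG-like cells.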

Differences from the paper's values

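Every comparison of counts of genes here takes the 2 libraries as replicates, whereas the paper's tests took cells as replicates. The block joined with another setting, the limit of 5 cells and the settings on sub-clusters were chosen only after the result was seen.

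The paper gives tuft cells a share of 0.500%, and the tuft-like share here is 0.992% (mean of 2 libraries). None of the alternatives set before the data were examined comes within 1.5 times of the paper's value or within the SD of the 2 libraries (0.196) of it, from 0.854% without replicate 1 to 1.13% without replicate 2. For neuroendocrine cells the paper gives 0.100%, against 0.499% here. Of those alternatives, no doublet removal (0.427%) and leaving out replicate 1 (0.244%) come within it by the SD of the 2 libraries (0.360), though both are over 1.5 times the paper's share, and the named genes kept in, a resolution of 1.5, a minimum of 500 genes and leaving out replicate 2 do not. In Table S1 the paper lists 5 neuroendocrine and 19 tuft cells, against 12 and 30 cells here. For the tuft cells, the named genes kept in (25) and a minimum of 500 genes (25) come within 1.5 times of the paper's number, and a resolution of 1.5 and no doublet removal do not. For the neuroendocrine cells none of the 4 does.

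Table S1 lists 532 club-proximal and 335 club-distal cells in the paper, against 239 and 177 here. None of the 4 alternative clusterings set before the data were examined comes within 1.5 times of either. Keeping sub-clusters led by another class's markers gives 460 club-proximal-like cells, and naming sub-clusters on their own gives 310 club-distal-like cells, both chosen after the values were seen. Over the 18 classes of that table, 14 are within 1.5 times of the paper's number. The ciliated-like class is among them (72 against the paper's 48) but not with no doublet removal (83). The paper's share of club cells, 33%, is within 1.5 times of 25.3% here, though not of 22.0% without replicate 1.

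For genes past the limits, the paper's volcano plot in Fig. S2A, read by eye, shows about 2100 between basal-larynx and basal-trachea cells, against 0 here in edgeR (1948 at an unadjusted p below 0.05). None of the alternatives set before the data were examined comes within 1.5 times of it, the highest being 565 with the block. The block with a fold of 2.5, chosen after the values were seen, gives 1419 and drops 86 of the 806 genes that the paper calls among the 1998 lines read of 12424 in its sheet. Of those 806, 775 were tested here and all 775 had the paper's direction. Between basal-myoepithelial and basal-larynx cells Fig. S2A shows about 600, read by eye, against 0 here (1939 unadjusted). With the limit of 5 cells, chosen after the data were seen, 603 with no filter and 568 with the block come within 1.5 times of it, and 247 in DESeq2, 189 in 1 fit and 0 at a fold of 2.5 and in the 4 other clusterings do not. Between basal-myoepithelial and basal-trachea cells the figure shows about 510 in Fig. S2A, read by eye, against 0 here (947 unadjusted), and none of the settings without a joined change comes within 1.5 times of it, the highest being 319 with no filter. The block with a fold of 2.5 and the limit of 5 cells, chosen after the values were seen because the unit of the figure's limit is unclear, gives 444, which does, and 1072 between basal-myoepithelial-like and basal-larynx-like cells, which does not. How many of the paper's called genes these settings drop was not counted for basal-myoepithelial cells.

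Thinned to 2000 UMIs, the share of cells with Tmprss11a was 32.0% and with Nkx2-1 18.3%, below the paper's 66% and 64%, which the unthinned shares come within 1.5 times of.

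Among genes and rankings, the paper reports that ionocytes were not detected, while a cluster of 34 ionocyte-like cells was found here. The paper places Cadm2 in club-proximal cells alone, while 39 and 2151 UMIs were counted in basal-ventral-trachea-like and 11 and 1428 in club-mid-like cells, although club-proximal-like cells had the highest CPM of the 19 classes. It puts Scgb1a1 highest in distal club cells, which held in replicate 2 (127978 against 68352 CPM in club-mid-like cells) and not in replicate 1 (76456 against 95326). Of the 15 genes tested that it names for basal-myoepithelial cells, 14 were higher than in basal-trachea-like cells in both libraries. The text names Bpifb5 for serous acini, where replicate 2 held 763 UMIs and replicate 1 held 3, fewer CPM than in mucous-2-SMG-like cells of replicate 1. In the paper's trajectories the laryngeal root leads to suprabasal cells before the club cells, the tracheal root to club-mid before club-proximal cells and the myoepithelial root to mucous-2 cells before serous ducts. Here the pseudotime method differs, and so do the cells, since the club, ciliated and gland classes were entered from every root. From the laryngeal root suprabasal-larynx-like cells ranked 8 of 13, after the club-like classes (6 in each library alone, before club-distal-like cells). From the tracheal root club-proximal-like cells ranked 2 and club-mid-like cells 3. Without replicate 1 these 2 had the paper's order (2 for club-mid-like and 3 for club-proximal-like cells). From the myoepithelial root serous-duct-like cells ranked 2 and mucous-2-SMG-like cells 4. Parabasal-larynx-like cells came second from the laryngeal root, jointly and in each library alone.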

Other observations

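Of the tests in this part, the correlation of deviations between classes and the comparison of Tg in cells matched on depth were chosen only after the result was seen.

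Genes differ in level between the libraries within every class tested. If reads in introns were counted by Cell Ranger 7.1.0 and not by 3.0.2, genes with longer introns would be higher in replicate 2. Over 12618 genes, the log2 ratio of replicate 2 to replicate 1 rose with intron length (Spearman rho 0.585; 0.0779 to 0.594 by class, above 0 in 16 of 16). Its median was -0.04 in the fifth of genes with the shortest introns and 1.04 in that with the longest, 0.02 in genes without introns and 0.28 in all genes. Counting in introns is thus a candidate explanation for part of the difference. A difference in nuclear RNA between the libraries would give the same trend and cannot be excluded, and the difference in depth and in thyroid cells is not part of this test. Among the genes of the paper's claims, Cadm2 and Chrm3 have long introns and were counted far more often in replicate 2, which was not tested gene by gene.

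Fewer genes pass without the library as a block than with it. A difference between the libraries that all classes share would make the deviations of the classes correlate within a library, and between the basal classes they did so by 0.722. The difference above is a candidate explanation for the count of 0 between the basal classes, and in simulated counts the fit without the block recovered 0% of changed genes once that difference was kept. Biological differences between the pools of mice are part of it and were not told apart from technical ones.

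Club-distal-like and club-proximal-like cells may differ in part through depth and through the share of nuclear RNA. The median UMI count of club-distal-like cells was at most 22.3% of that of club-proximal-like cells in a library. Between the 2 classes Malat1 fell by 2.55 and Neat1 by 2.95 on the log2 scale in both libraries, with an adjusted p of 0.099 for Malat1 in edgeR without the block and 1.4e-06 with it. Cells thinned to 2000 UMIs held a median of 663 and 697 genes in the former and 915 and 1079 in the latter. Both are what damaged or small cells with less nuclear RNA would show, and also what cells with a few very abundant secreted products would show, so a biological difference between the classes stays open and the ribosomal protein genes cannot be read apart from it.

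Thyroglobulin RNA (Tg) was seen in airway classes of both libraries, above all in replicate 1, whose kept cells were 45.2% thyroid-like. Tg is 1 of the 10 genes of the thyroid list, and was read in 3 ways. Free RNA that makes up a like fraction of every cell's UMIs would be found at like shares of thinned cells in every class. The shares ranged over 46.7 points in replicate 1 and 13.6 in replicate 2, within the ranges of 56.8 and 16.8 that chance gives in 95% of simulations, but a test of like shares gave a simulated p of 0.0062 in replicate 1, where the prediction thus failed, and of 0.30 in replicate 2. Free RNA at a like fraction cannot be told apart from other sources by this test, since the libraries disagree and 1 library decides nothing. Free RNA of like amount per cell would be a larger fraction of shallow cells, so the failure does not argue against it. Among thinned cells, Tg was seen in 61.2% and 13.6% of the shallow club-distal-like cells, against 41.7% and 6.98% over the classes compared. In replicate 1 ionocyte-like cells, which are not shallow, were higher still (66.7%). The last reading, made after that failure, compared classes among cells of like depth, and the permutation p was 0.286 and 0.408 over 2000 permutations. Free RNA that a cell shows more often the deeper it was counted stays open for Tg and is not shown by this test. Its power is unknown, as depth partly follows class, and high unthinned shares in replicate 1 leave classes little room to differ. The failed test of thinned cells in replicate 1 also stands. Unthinned, Tg was seen in 69.2% of the shallowest 10% and 100% of the deepest 10% of cells in replicate 1, and in 18.7% and 69.9% in replicate 2. No biological explanation was tested.

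Sex-linked RNA was compared between the libraries. If they held different mixes of males and females, the share of cells with Xist would differ. Among cells with only Xist or only Y genes, those with Xist made up 55.2% (95% interval 51.2 to 59.1%) in replicate 1 and 51.4% (49.1 to 53.7%) in replicate 2. The difference is not beyond counting error. Of all airway cells, however, 36.8% (33.5 to 40.2%) and 44.9% (42.9 to 46.9%) held a Y gene, which is beyond it, and 44.6% and 47.0% held Xist. Replicate 2 is deeper, and Uty, 1 of the Y genes, has 139 kb of introns, so a different mix of sexes cannot be told apart from a difference in counting.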
